# Proteomics and transcriptomics analyses of Arabidopsis floral buds uncover important functions of ARABIDOPSIS SKP1-LIKE1

**DOI:** 10.1186/s12870-015-0571-9

**Published:** 2016-03-03

**Authors:** Dihong Lu, Weimin Ni, Bruce A. Stanley, Hong Ma

**Keywords:** Arabidopsis, ASK1, E3 ubiquitin ligase, Mass spectrometry, Protein degradation, Proteomics, Transcriptomics

## Abstract

**Background:**

The ARABIDOPSIS SKP1-LIKE1 (ASK1) protein functions as a subunit of SKP1-CUL1-F-box (SCF) E3 ubiquitin ligases. Previous genetic studies showed that ASK1 plays important roles in Arabidopsis flower development and male meiosis. However, the molecular impact of ASK1-containing SCF E3 ubiquitin ligases (ASK1-E3s) on the floral proteome and transcriptome is unknown.

**Results:**

Here we identified proteins that are potentially regulated by ASK1-E3s by comparing floral bud proteomes of wild-type and the *ask1* mutant plants. More than 200 proteins were detected in the *ask1* mutant but not in wild-type and >300 were detected at higher levels in the *ask1* mutant than in wild-type, but their RNA levels were not significantly different between wild-type and *ask1* floral buds as shown by transcriptomics analysis, suggesting that they are likely regulated at the protein level by ASK1-E3s. Integrated analyses of floral proteomics and transcriptomics of *ask1* and wild-type uncovered several potential aspects of ASK1-E3 functions, including regulation of transcription regulators, kinases, peptidases, and ribosomal proteins, with implications on possible mechanisms of ASK1-E3 functions in floral development.

**Conclusions:**

Our results suggested that ASK1-E3s play important roles in Arabidopsis protein degradation during flower development. This study opens up new possibilities for further functional studies of these candidate E3 substrates.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0571-9) contains supplementary material, which is available to authorized users.

## Background

The ubiquitin-proteasome system (UPS) plays important roles in targeted protein degradation, thereby regulating a variety of cellular processes [1–3]. Ubiquitination reactions are catalyzed by the sequential actions of E1 ubiquitin activating enzymes, E2 ubiquitin conjugating enzymes, and E3 ubiquitin ligases. Multiple ubiquitin molecules can be attached to the existing ubiquitin moieties on the protein substrates to form polyubiquitin chains and the polyubiquitinated proteins are usually then degraded by the 26S proteasome.

The UPS regulates many processes in plants, including development and biotic/abiotic stress responses [1, 3–5]. This broad spectrum of functions is made possible by the large number of genes encoding components in the UPS. Plants usually contain a few E1 enzymes, tens of E2 enzymes, and hundreds of E3 ligases, which determine substrate specificities. Therefore, the numerous E3 ligases can potentially ubiquitinate many proteins. Moreover, the modular design of multimeric E3 ubiquitin ligases including the SKP1-CUL1-F-box (SCF) complexes greatly expands the likely number of proteins that can be specifically ubiquitinated. The subunits of SCF complexes are encoded by multi-gene families, especially the F-box proteins, which are encoded by hundreds of genes in plants. Thus, the combination of these components can form various SCF complexes to ubiquitinate numerous substrate proteins.

Genetic studies indicate that plant F-box proteins are involved in hormone signaling pathways, self-incompatibility, developmental processes, and others. Among the F-box proteins important for hormone signaling, TRANSPORT INHIBITOR RESPONSE 1 (TIR1) is a receptor of auxin and the SCF^TIR1^ ubiquitin ligase facilitates the degradation of AUX/IAA proteins, which are repressors of auxin-induced gene expression [6–9]. The F-box protein CORONATINE INSENSITIVE 1 (COI1) has a similar mechanism in regulating jasmonic acid (JA) signaling; COI1 is a receptor of JA and SCF^COI1^ destabilizes JAZ proteins, thereby releasing the transcription factor MYC2 for the activation of JA-responsive genes [10–12]. Other signaling pathways for hormones such as ethylene, gibberellic acid (GA), and abscisic acid (ABA) also require components of the UPS [5]. In addition, S-locus F-box proteins (SLFs) function as the pollen-specific determinants of self-incompatibility [13–16]. The F-box protein UNUSUAL FLORAL ORGANS (UFO) is important for normal meristem identity and floral organ development [17–19]. UFO can interact with LEAFY genetically to activate *AP3* expression [20–22].

The Arabidopsis homolog of the yeast and human *SKP1* genes, the *ARABIDOPSIS SKP1-LIKE1* (*ASK1*), encodes an SCF subunit that bridges Cullin and F-box proteins [23]. It has been shown that ASK1 can interact with F-box proteins UFO [22, 24], COI1 [25], TIR1 [6], and others [24, 26, 27]. Since these F-box proteins have important roles in different pathways, ASK1, as a key component in SCFs, likely has crucial functions in many processes. This was suggested by previous genetic studies of the *ask1* mutant, which has defects in male meiosis, floral organ development, and vegetative growth [23, 28–31]. Although a few substrates of SCFs have been identified in Arabidopsis, they are mainly specific to the well-studied F-box proteins described above. A large number of other ASK1-interacting F-box proteins and their substrates remain elusive, as do the biological pathways regulated by E3s containing ASK1.

Most of the known ubiquitin ligase substrates were identified by protein-protein interaction methods, usually when the F-box protein has a known function [10, 32–34]. Recently, mass spectrometry (MS)-based proteomics approaches have been increasingly applied in various areas including differential gene expression, post-translational modifications, disease marker discovery, as well as the identification of ubiquitin ligase substrates either by detection of ubiquitinated proteins [35, 36], or by comparing proteomes of wild-type (WT) and ubiquitin ligase mutants [37]. In this study, we used a proteomics approach, Multidimensional Protein Identification Technology (MudPIT), to identify floral proteins potentially regulated by ASK1 by comparing floral bud proteomes of WT and *ask1* mutant plants. Furthermore, we performed comparative transcriptomics analysis of WT and *ask1* floral buds to investigate the effect of ASK1 on gene expression. The integrated transcriptomics and proteomics analyses revealed that many proteins are potentially regulated by ASK1-E3s. We discuss several possible ways of how ASK1 might regulate protein stability and further downstream gene expression.

## Results and discussion

### Transcriptomic analysis of L*er* and *ask1* floral buds

To determine the effect of the *ask1* mutation on the floral transcriptome, WT (L*er*) and *ask1* floral bud transcriptomes were analyzed using GeneChip Arabidopsis ATH1 Genome Array. The average values from L*er* and *ask1* microarrays were compared to find genes whose RNA levels differ by at least two fold and Student’s t-test p-value < 0.05. 

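The deposited values come from 5 ATH1 arrays, 3 of *ask1* floral buds and 2 of L*er* floral buds. The paper counts 4 L*er* arrays, and the other two were not analysed here. ATH1 is an Affymetrix array that measures each transcript with a set of short probes. The authors normalized the signals with RMA, which corrects the background, gives all arrays the same distribution of signals and summarises each probe set as a log2 value. The table holds 22746 probe sets, and 13513 of them are paired with a single gene in the platform's table. A gene was represented by its brightest single-gene probe set, which gave 13333 genes. The other probe sets stayed in the comparison without a gene name. Among the genes the paper names, the probe sets of *ASK1*, *CCA1*, *LHY*, *JAZ1* and *JAZ5* carry no gene name here, so no values per array are given for them. The groups were compared with limma over 22595 genes and unnamed probe sets, and p-values were adjusted by the Benjamini-Hochberg method. The criteria of the paper, a ratio of at least 2-fold and an unadjusted p under 0.05, were applied to the limma p, with the methods' t-test on the same values as an alternative. *ask1* replicates 1 and 3 were closer to each other than any other pair of arrays, with a Pearson correlation across probe sets of 0.996 and 24 probe sets at least 2-fold apart. *ask1* replicate 2 had correlations of 0.984 and 0.984 with *ask1* replicates 1 and 3 (510 and 543 probe sets at least 2-fold apart) and of 0.988 and 0.989 with L*er* replicates 1 and 2 (411 and 360), so it lay nearer the L*er* arrays than the other *ask1* arrays. L*er* replicates 1 and 2 had a correlation of 0.989 and 292 such probe sets. Probe sets are not independent replicates. The number of arrays limits the precision of every ratio.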

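The highest ratio among the named genes was that of *DFR*, which encodes the dihydroflavonol reductase of anthocyanin synthesis and lies on chromosome 5 of TAIR10.1 from 17164093 to 17166032. Its log2 signal was 8.98 ± 1.96 (SD, n = 3) in *ask1* and 5.91 ± 0.11 (SD, n = 2) in L*er*, a mean ratio of 8.41-fold. Further genes of anthocyanin modification had log2 ratios of 2.19 (AT4G14090, a glucosyltransferase), 2.06 (*UF3GT*, a glycosyltransferase) and 1.55 (*AT5MAT*, an acyltransferase). In these 4 genes *ask1* replicate 2 lay near the L*er* arrays, as for *DFR*, with log2 signals of 9.88, 6.73 and 10.34 in *ask1* replicates 1, 2 and 3 and of 5.83 and 5.99 in L*er*. AT5G15950, an S-adenosylmethionine decarboxylase gene, differed in all 3 *ask1* arrays, at 10.43 ± 0.13 (SD, n = 3) against 8.35 ± 0.57 (SD, n = 2), a log2 ratio of 2.08 (standard error 0.24, adjusted p = 0.165 from limma). Of the genes with lower signals, AT4G33980 had a log2 ratio of -1.86, *2A6* of -1.21 and the linker histone gene *HIS1-3* of -1.16. AT4G33980 had log2 signals of 6.21 and 8.56 in L*er* replicates 1 and 2, so the arrays of 1 genotype differed by more than the 2-fold threshold, and its ratio was -3.03 without L*er* replicate 1 and -0.68 without L*er* replicate 2.
No named gene passed the adjusted test, in which the smallest adjusted p of a gene was 0.0942 from limma. With an unadjusted p under 0.05, 393 genes had higher and 378 had lower means by limma, and 321 and 370 by the methods' t-test, which also gave 0 adjusted calls. Together these were 5.78% and 5.18% of the genes. In simulated data 5.25% of genes and probe sets without a change had such a limma p, near the shares for the named genes. For unnamed probe sets the limma share was 8.63% (506 higher and 293 lower), and for genes and unnamed probe sets together 6.95%. The simulated signals were drawn independently of each other, so 5.25% need not be the chance level in these arrays. Of the unnamed probe sets, 262676_at fell by 4.65 on the log2 scale (25.1-fold, adjusted p = 0.0360 from limma), 264953_at fell by 2.73 and 253666_at rose by 1.89, both with the same adjusted p. The means of 262676_at, 7.57 in *ask1* and 12.22 in L*er*, are close to the paper's 7.57 and 12.20 for *ASK1*. It may therefore measure the mutated gene, which cannot be told without its gene name. Both criteria of the paper were met by 30 genes with higher and 15 with lower means, or by 13 and 5 with the methods' t-test. Over genes and unnamed probe sets together these counts were 104 and 29. Every *ask1* array lay beyond every L*er* array in 28 of the 30 and in 15 of the 15 genes, a separation that the criteria themselves favour. Of the genes in the paper's own lists, 22 of Additional file 1 and 18 of Additional file 2 were named here, and 17 and 4 of them met both criteria. Those lists were chosen on these samples and are not independent evidence of direction. Without *ask1* replicate 2, 62 genes had higher and 109 had lower signals at an adjusted p under 0.05, and 54 and 90 met the criteria of the paper. The criteria were met by 16 genes with higher means without *ask1* replicate 3, by 55 with higher and 25 with lower means without L*er* replicate 1, and by 83 with lower means without L*er* replicate 2.

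**Figure D1:**
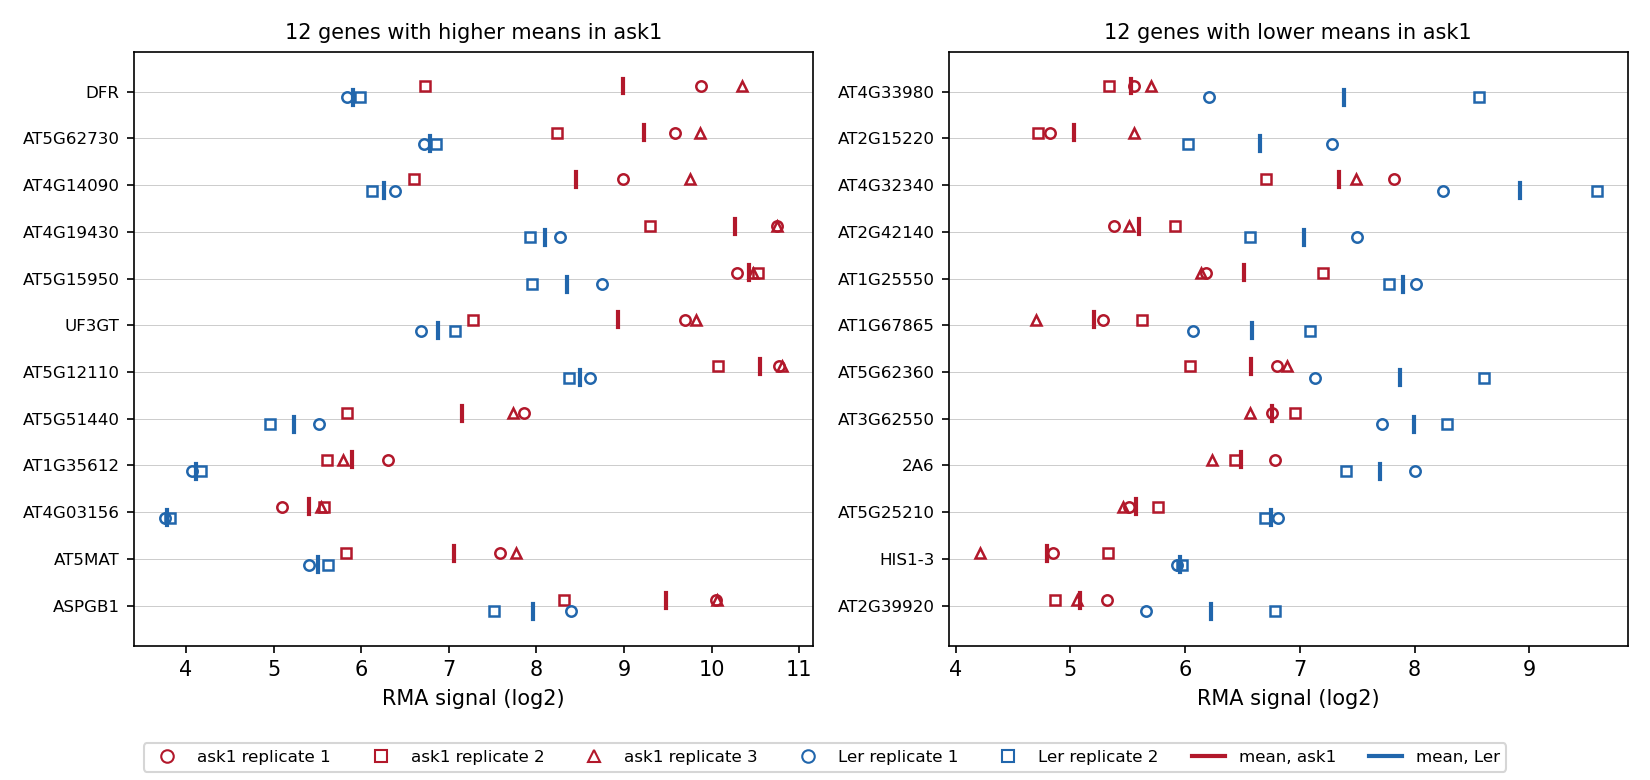
Log2 RMA signal of the 12 genes with the highest and the 12 with the lowest ratios that met both criteria, with a symbol for each array and a vertical bar for the mean of each genotype. None of the 24 genes passed the adjusted test. For *DFR*, *ask1* replicate 2 at 6.73 lies nearer the L*er* arrays than *ask1* replicates 1 and 3.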

We found that 74 and 42 genes were up-regulated and down-regulated, respectively, in *ask1* transcriptome compared with L*er* (Additional files 1 and 2). We used agriGO [38] to determine if certain gene categories are over-represented in the up-/down-regulated genes in *ask1*. We found that genes are enriched in the GO categories of responsive to various stimuli or stresses (Fig. 1). 

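The genes of anthocyanin and flavonoid synthesis had the highest mean ratio among 15 gene lists fixed before the data were examined, a mean log2 ratio of 1.67 over the 6 of 25 listed genes measured here. All 6 were above 0, and their means per array were 8.69, 6.96 and 8.97 in *ask1* replicates 1, 2 and 3 and 6.52 and 6.56 in L*er*. The test of the list against all other genes (camera) gave an adjusted p = 0.000141, and an adjusted p = 0.485 with an estimated correlation. Genes induced by sugar starvation and darkness had the lowest mean, a log2 ratio of -1.94 over 5 of 24 genes (adjusted p = 0.0178 from camera, adjusted p = 0.613 with an estimated correlation). Their means were 8.00 and 7.75 in *ask1* replicates 1 and 3, and 11.64 in *ask1* replicate 2 beside 11.02 and 11.11 in L*er*. Of these genes, AT2G20670 had a log2 ratio of -2.85 with a standard error of 1.73, and AT3G15450 of -2.59 with a standard error of 1.23. Without *ask1* replicates 1, 2 and 3 in turn the first was -1.81, -4.73 and -1.99, and the second -2.24, -3.89 and -1.64.
The 7 of 19 heat shock genes measured had a mean of 0.61 (adjusted p = 0.00158 from camera, adjusted p = 0.485 with an estimated correlation), led by AT5G51440 at 1.91 and AT5G48570 at 1.49. Their means per array were 5.88, 5.26 and 5.79 in *ask1* replicates 1, 2 and 3 and 5.18 and 4.90 in L*er*, so here too *ask1* replicate 2 lay nearer L*er*, and in AT5G48570 it measured 6.34, under the 6.38 of L*er* replicate 1. Without L*er* replicate 2 the ratio of AT5G48570 was 0.98. The 4 of 15 genes of the cold and abscisic acid response had a mean of -1.03 (adjusted p = 0.0178 from camera, adjusted p = 0.485 with an estimated correlation), with *COR47* at -0.74 and *LTI30* at -0.09. The lowest ratios in this list were those of *COR15B* (-1.74) and *COR15A* (-1.56), which stand in Table 1. For the 5 of 25 genes of the rapid touch and wound response the mean was 0.48 (adjusted p = 0.0178 from camera, adjusted p = 0.613 with an estimated correlation), with *CML38*, a calmodulin-like gene, at 0.85 and *WRKY53* at -0.67, which ranged from -1.56 without *ask1* replicate 2 to -0.22 without *ask1* replicate 1. Adjusted over the list alone, 2 of these 5 genes passed and 0 of the 6 anthocyanin genes did. The 3 of 20 jasmonate genes had a mean of 0.50 (adjusted p = 0.0458 from camera, adjusted p = 0.485 with an estimated correlation), from *JMT* at 1.18 to *MYC3* at 0.05. The 3 of 12 clock genes that peak in the evening did not pass, with a mean of -0.74 (adjusted p = 0.442 from camera). No member of any list passed the adjusted test over all genes. Several lists share genes with Tables 1 and 2, which had been read when the lists were fixed. Shared genes include *COR15B* and *COR15A* (cold), AT1G56220 (sugar starvation), AT5G51440 (heat shock), *JMT* (jasmonate), and *STZ* and AT4G27280 (touch and wound). The paper chose the tables on these samples, so the calls of these lists are in part not independent evidence of direction. Leaving out 1 array ended several of these calls: the sugar starvation list had adjusted p values of 0.118, 0.0621, 0.0613 and 0.167 from camera without *ask1* replicate 1, *ask1* replicate 3, L*er* replicate 1 and L*er* replicate 2, and the touch and wound list 0.381 and 0.273 without *ask1* replicate 2 and L*er* replicate 1 (means of 0.08 and 0.13). The jasmonate list had 0.118, 0.128 and 0.451 without *ask1* replicate 1, *ask1* replicate 2 and L*er* replicate 2, and without L*er* replicate 2 the heat shock list had 0.0545 and the cold list 0.775, with a mean of -0.47. Over all alternatives the adjusted p values ranged from 9.87e-14 to 0.613 (sugar starvation), 4.14e-08 to 0.613 (touch and wound), 0.00205 to 0.541 (jasmonate), 2.03e-05 to 0.541 (heat shock) and 0.000453 to 0.775 (cold). The paper tested the GO annotation of its up- and down-regulated genes (Fig. 1), which was not repeated here.

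**Figure D2:**
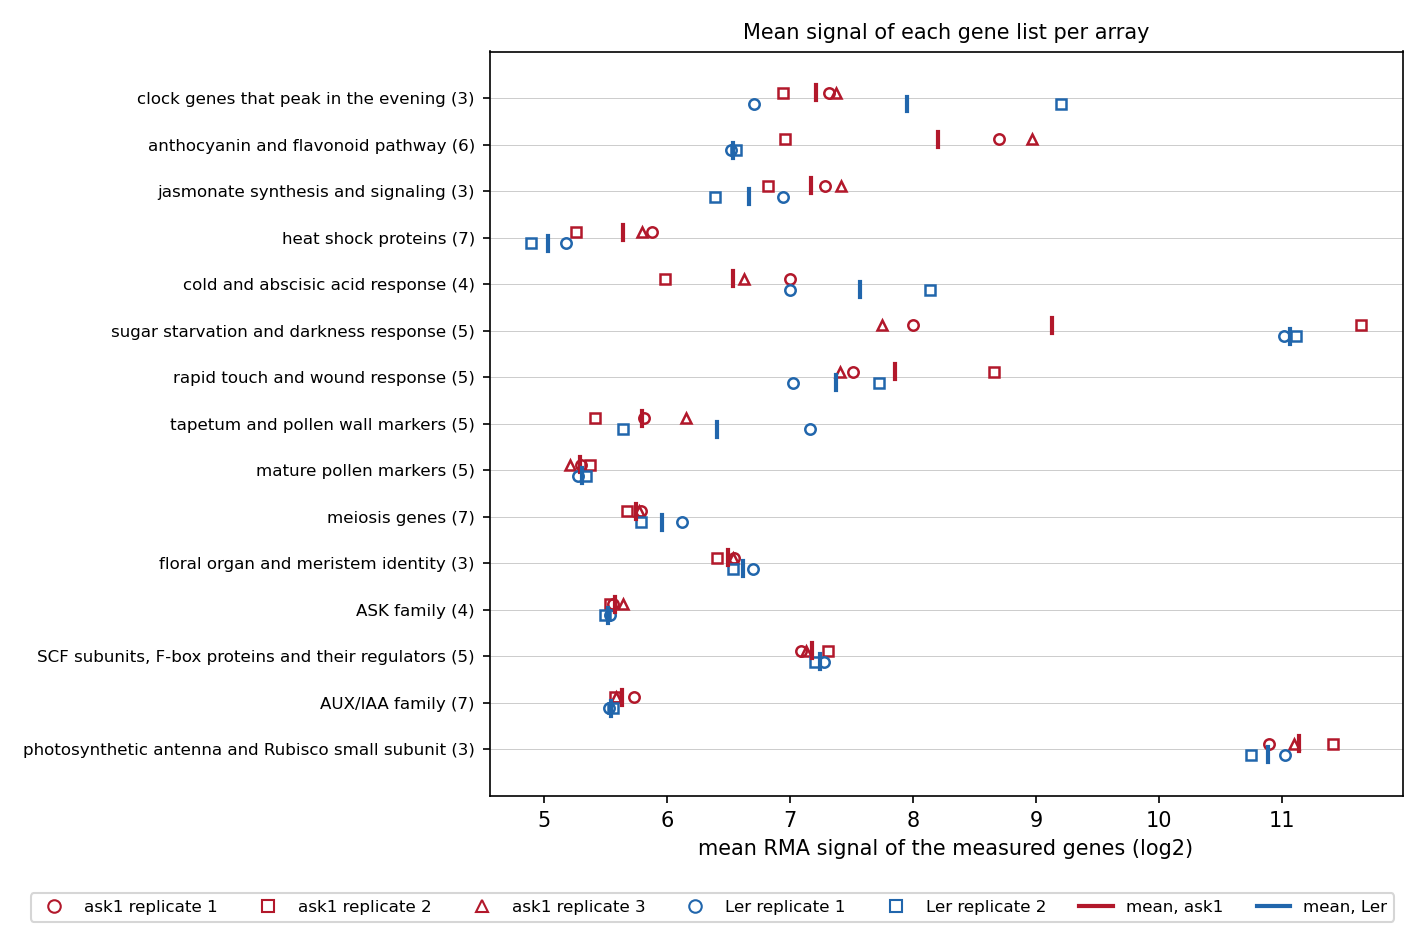
Mean log2 RMA signal of the measured genes of each fixed list, with the number of genes in parentheses, a symbol for each array and a vertical bar for the mean of each genotype. *ask1* replicate 2 lies at 11.64 for the sugar starvation genes, nearer the L*er* arrays than *ask1* replicates 1 and 3.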

Among the 42 down-regulated genes (including *ASK1*) in *ask1*, 19 genes are related to biotic/abiotic signaling pathways (Table 1), including hormone, light/circadian, temperature, salt, and other signaling pathways. 

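Of the 19 genes of Table 1, 7 are named among the probe sets here. All 7 had a mean log2 ratio below 0, and 6 of them had means at least 2-fold lower in *ask1*. Without L*er* replicate 2, AT1G56220 alone stayed at least 2-fold lower, at -1.71, and AT4G30650 went from -1.47 to -0.23. AT1G56220, a dormancy/auxin associated gene, had the lowest ratio, -1.82 (standard error 0.81), with 11.67 in *ask1* replicate 2 and 9.26 and 8.84 in *ask1* replicates 1 and 3 against 11.64 and 11.84 in L*er*. The neighbouring cold-regulated genes *COR15B* and *COR15A*, which lie on chromosome 2 of TAIR10.1 from 17708593 to 17710433 and from 17710441 to 17712330, had log2 ratios of -1.74 and -1.56. These rest on single arrays: they were -0.76 and -0.82 without L*er* replicate 2, -2.71 and -2.30 without L*er* replicate 1, and -1.05 and -0.97 without *ask1* replicate 2. *COR15B* measured 7.94 ± 1.20 (SD, n = 3) in *ask1* and 9.68 ± 1.38 (SD, n = 2) in L*er*, and its adjusted p was 0.777 from limma. *COR27* had a log2 ratio of -1.28, with 6.85 and 10.10 in L*er* replicates 1 and 2, and without L*er* replicate 2 its ratio was 0.35. The smallest ratio was that of the metal transporter gene *ZIP9*, -0.38, which ranged from -0.73 without L*er* replicate 2 to -0.02 without L*er* replicate 1. AT2G39920, an acid phosphatase gene, was the one gene of the table here that met both criteria of the paper, at 5.08 ± 0.23 (SD, n = 3) against 6.22 ± 0.80 (SD, n = 2). Without L*er* replicate 2 its log2 ratio was -0.58 instead of -1.14, under the 2-fold criterion. None of the 7 passed the limma test adjusted over all genes, and none passed when adjusted over the list alone, with 1 gene at an unadjusted p under 0.05. The table was chosen by the paper on these samples, so its direction is not independent evidence.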

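Among the stimulus-responsive genes that the paper lists in Table 2, *HYH*, a homolog of the light-signaling transcription factor gene *HY5*, had the smallest adjusted p here. Its log2 signal was 5.70 ± 0.30 (SD, n = 3) in *ask1* and 4.24 ± 0.40 (SD, n = 2) in L*er*, a log2 ratio of 1.46 (standard error 0.23, adjusted p = 0.246 from limma). The small heat shock gene AT5G51440 measured 7.15 ± 1.13 (SD, n = 3) against 5.23 ± 0.40 (SD, n = 2), and the zinc finger gene *STZ* 7.77 ± 0.47 (SD, n = 3) against 6.54 ± 0.78 (SD, n = 2). Of the methyltransferase genes, *BSMT1* had a log2 ratio of 1.27 (standard error 0.41) and *JMT*, whose product forms methyl jasmonate, 1.18 (standard error 0.69). The ratio of *JMT* was 0.45 without L*er* replicate 2, 0.71 without *ask1* replicate 3, 1.76 without *ask1* replicate 2 and 1.91 without L*er* replicate 1, and that of *STZ*, 1.23 with all arrays, was 0.68 without L*er* replicate 1. AT4G27280, a calcium-binding EF-hand gene, had a ratio of 0.40 (standard error 0.37), which was -0.01 without L*er* replicate 1. These 6 genes, of 39 listed, are those named among the probe sets here. All 6 were above 0, 5 had means at least 2-fold higher, and 4 met both criteria of the paper. None passed the test adjusted over all genes, and 4 passed when adjusted over the list alone, which is not independent evidence since the paper chose the list on these samples. Without *ask1* replicate 2, 2 of the 6 genes passed the test adjusted over all genes.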

Among the 74 up-regulated genes in *ask1*, 39 genes were annotated to be involved in response to various biotic/ abiotic signals (Table 2). The molecular functions of most of these genes are not well understood except for evidence from transcriptional responses to stimuli (e.g., *COLD*-*REGULATED 15A/15B, DARK INDUCIBLE 10, SENESCENCE 1*, etc.) and sequence homology with well-characterized proteins or protein domains (e.g., HAD superfamily acid phosphatase, *JUMONJI DOMAIN CONTAINING 5*, *CONSTANS-LIKE 2*, etc.).

**Fig. 1:**
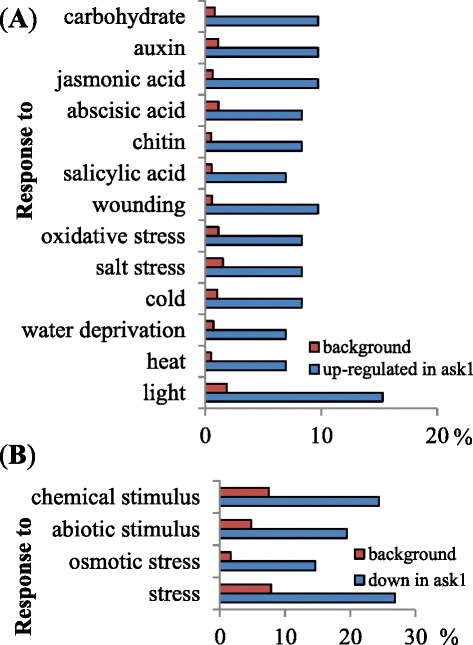
GO categories of stimulus/stress responsive genes enriched in the up-/down-regulated genes in the *ask1* transcriptome. **a** GO categories of stimulus/stress responsive genes enriched in the up-regulated genes in the *ask1* transcriptome. **b** GO categories of stimulus/stress responsive genes enriched in the down-regulated genes in the *ask1* transcriptome. Background percentage (%) represents the proportion of all annotated genes of each GO category within the total genes in the ATH1 microarray. *ask1* percentage (%) represents the proportion of up-/down-regulated genes in the *ask1* transcriptome of each GO category within the total genes in the ATH1 microarray

**Table 1:** Responsive genes down-regulated in the *ask1* mutant transcriptome

Gene ID	Gene name	Signaling pathways/responses
AT5G15960	*KIN1*	Cold and ABA
AT1G35720	*ANNEXIN 1* (*ANNAT1*)	Oxidative stress
AT2G42530	*COLD REGULATED 15B* (*COR15B*)	Cold
AT5G42900	*COLD REGULATED GENE 27* (*COR27*)	Cold
AT2G42540	*COLD*-*REGULATED 15A* (*COR15A*)	Cold
AT4G30650	Low temperature and salt responsive protein	Low temperature and salt
AT5G20250	*DARK INDUCIBLE 10* (*DIN10*)	Light, sucrose
AT1G56220	Dormancy/auxin associated	Dormancy/auxin
AT2G33830	Dormancy/auxin associated	Dormancy/auxin
AT1G28330	*DORMANCY*-*ASSOCIATED PROTEIN*-*LIKE 1*	Dormancy
AT3G20810	*JUMONJI DOMAIN CONTAINING 5* (*JMJD5*)	Circadian
AT5G37260	*CIRCADIAN 1* (*CIR1*)	Circadian
AT4G35770	*SENESCENCE 1* (*SEN1*)	Phosphate starvation
AT3G17790	*PURPLE ACID PHOSPHATASE 17* (*PAP17*)	Phosphate starvation, and hydrogen peroxide
AT1G77120	*ALCOHOL DEHYDROGENASE 1* (*ADH1*)	Anaerobic response
AT2G39920	HAD superfamily acid phosphatase	Cadmium ion
AT4G33020	*ZINC IRON PERMEASE* (*ZIP9*)	Zinc ion
AT5G06870	*POLYGALACTURONASE INHIBITING PROTEIN 2* (*PGIP2*)	Fungal infection, Methyl jasmonate
AT2G05520	*GLYCINE*-*RICH PROTEIN 3* (*GRP3*)	ABA, salicylic acid, ethylene, desiccation

**Table 2:** Responsive genes up-regulated in the *ask1* mutant transcriptome

Gene ID	Gene name/description	Signaling pathways/responses
AT5G54490	*PINOID-BINDING PROTEIN 1* (*PBP1*)	Auxin
AT3G09870	SAUR-like auxin-responsive protein	Auxin
AT5G61600	*ETHYLENE RESPONSE FACTOR 104* (*ERF104*)	Ethylene
AT4G34410	*REDOX RESPONSIVE TRANSCRIPTION FACTOR 1*	Ethylene
AT1G19180	*JASMONATE-ZIM-DOMAIN PROTEIN 1* (*JAZ1*)	Jasmonic acid
AT1G17380	*JASMONATE-ZIM-DOMAIN PROTEIN 5* (*JAZ5*)	Jasmonic acid
AT3G11480	SABATH methyltransferase	Jasmonic acid, fungus, wounding
AT4G27280	Calcium-binding EF-hand family protein	Karrikin
AT3G02380	*CONSTANS-LIKE 2* (*COL2*)	Light
AT3G22840	*EARLY LIGHT-INDUCABLE PROTEIN1* (*ELIP1*)	Light
AT4G14690	*EARLY LIGHT-INDUCIBLE PROTEIN 2* (*ELIP2*)	Light
AT3G17609	*HY5-HOMOLOG* (*HYH*)	Light
AT3G59060	*PHYTOCHROME INTERACTING FACTOR 3-LIKE 6*	Light
AT5G59820	*RESPONSIVE TO HIGH LIGHT 41* (*RHL41*)	Light
AT2G30520	*ROOT PHOTOTROPISM 2* (*RPT2*)	Light
AT2G46830	*CIRCADIAN CLOCK ASSOCIATED 1* (*CCA1*)	Circadian
AT1G01060	*LATE ELONGATED HYPOCOTYL* (*LHY*)	Circadian
AT3G09600	*REVEILLE 8* (*RVE8*)	Circadian
AT3G12580	*HEAT SHOCK PROTEIN 70* (*HSP70*)	Heat
AT5G51440	*HSP20*-like	Heat
AT2G31380	*SALT TOLERANCE HOMOLOGUE* (*STH*)	Salt
AT1G27730	*SALT TOLERANCE ZINC FINGER* (*STZ*)	Salt
AT3G55980	*SALT-INDUCIBLE ZINC FINGER 1* (*SZF1*)	Salt
AT2G33380	*RESPONSIVE TO DESICCATION 20* (*RD20*)	Desiccation
AT5G24660	*RESPONSE TO LOW SULFUR 2* (*LSU2*)	Sulfur deficiency
AT1G19640	*JASMONIC ACID CARBOXYL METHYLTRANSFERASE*	Wounding, and methyljasmonate
AT5G64510	*TUNICAMYCIN INDUCED 1* (*TIN1*)	ER-stress, heat, light, hydrogen peroxide
AT5G57560	*TOUCH 4* (*TCH4*)	Mechanical stimulus
AT1G12110	*NITRATE TRANSPORTER 1.1* (*NRT1.1*)	Nitrate, water deprivation
AT1G61800	*GLUCOSE-6-PHOSPHATE/PHOSPHATE TRANSLOCATOR 2* (*GPT2*)	Glucose, sucrose, karrikin, nematode
AT2G46400	*WRKY DNA-BINDING PROTEIN 46*	Chitin
AT5G51190	Ethylene response factor	Chitin, wounding
AT3G61190	*BON ASSOCIATION PROTEIN 1* (*BAP1*)	Chitin, cold, fungus, heat, jasmonic acid, salicylic acid, wounding
AT4G11280	*ACC SYNTHASE 6* (*ACS6*)	ABA, auxin, chitin, ethylene, jasmonic acid, oxidative stress, wounding
AT5G59310	*LIPID TRANSFER PROTEIN 4* (*LTP4*)	ABA, cold, salt, water deprivation
AT4G25100	*FE SUPEROXIDE DISMUTASE 1* (*FSD1*)	Cadmium ion, copper ion, oxidative stress
AT1G02930	*GLUTATHIONE S-TRANSFERASE 6*	Cadmium ion, oxidative stress, salt, water deprivation
AT3G21890	B-box type zinc finger protein	UV-B, sucrose
AT2G37040	*PHE AMMONIA LYASE 1* (*PAL1*)	UV-B, karrikin, oxidative stress, wounding

Nevertheless, several genes have been functionally characterized, including *CIRCADIAN CLOCK ASSOCIATED 1* (*CCA1*), *LATE ELONGATED HYPOCOTYL* (*LHY*), *JASMONATE*-*ZIM*-*DOMAIN PROTEIN 1* (*JAZ1*), and *JAZ5. CCA1* and *LHY* encode Myb-like transcription factors that synergistically regulate circadian rhythm of Arabidopsis [39] and thus are important for coordinating internal physiological activities with external environmental cues. *JAZ* genes are induced by JA through a feedback loop involving JAZ proteins and the G-box-binding MYC2: JAZ proteins bind to and repress the activity of MYC2 in the absence of JA; upon perception of JA, JAZ proteins are degraded after ubiquitination by SCF^COI1^ and the released MYC2 can activate transcription of downstream genes, including *JAZ* genes [40]. According to this feedback regulatory model, it is expected that the *ask1* mutation would reduce SCF activities, allowing JAZ proteins to accumulate and repress MYC2 activity and thus reducing the JAZ transcript levels. However, we found that *JAZ1* and *JAZ5* transcript levels were unexpectedly higher in the *ask1* mutant than in WT. This paradox suggests that an uncharacterized mechanism may be involved in modulating the JA signaling pathway. For example, ASK1-containing SCFs might facilitate the removal of a yet unidentified transcription activator that has the ability of inducing the expression of *JAZ* genes in the absence of JA; when *ASK1* is mutated this transcriptional activator is stabilized, thereby inducing the expression of downstream genes including *JAZ1* and *JAZ5*. Further studies are needed to uncover new aspects of these regulatory networks.

We then analyzed possible overrepresentation of cis-elements in the putative promoter regions of these up-/down-regulated genes in the *ask1* transcriptome. The frequencies of 6-mer motifs within the 500 bp and 1000 bp putative promoter regions were determined using the Motif Analysis tool from The Arabidopsis Information Resource (TAIR) (Table 3). The G-box (CACGTG) is overrepresented in the putative promoter regions of up-/down-regulated genes, suggesting that corresponding genes might be regulated by G-box-binding transcription factors, which themselves or whose co-factors might be regulated by ASK1-E3 ligases, similar to the JAZ-MYC2 model. Some of these transcription factors or co-factors might be short-lived repressors; when they are stabilized in the absence of ASK1, their target genes are then down-regulated. Others may function as unstable activators, whose stabilization in the absence of ASK1 results in up-regulation of downstream genes. Alternatively, some transcription factors may have dual functions, both activation and repression, as is true for MYC2 [41, 42]. The fact that the genes whose promoters contain these cis-elements are altered in transcription in the *ask1* mutant suggests that the protein levels of the corresponding transcription factors were changed in *ask1*. Another motif, GATAAG (I box), was enriched in the down-regulated genes in *ask1*. The I box was previously found to be enriched in promoters of light-regulated genes [43] and is required for *Arabidopsis rbcS-1A* expression [44]. Further experiments are required to test whether the putative cis-elements are functional and to identify cognate transcription factors that connect ASK1-E3 regulation with transcriptional changes.

**Table 3:** Top five enriched *cis*-elements in the putative promoter regions of down-/up-regulated genes in the *ask1* transcriptome

Oligomer	# in query	# in genomic set	# of promoters in query with oligomer	# of promoters in genomic set with oligoMer	Binomial distribution *p*-value
500 bp promoters of down-regulated genes in *ask1*					
CACGTG	30	7766	12/42	3253/33602	3.53E-04
ACACGT	23	7390	17/42	5609/33602	1.61E-04
CGCAAA	13	4569	13/42	3995/33602	6.16E-04
GCCACG	11	2914	10/42	2594/33602	8.46E-04
GATAAG	27	9179	19/42	7797/33602	9.09E-04
1000 bp promoters of down-regulated genes in *ask1*					
CACGTG	42	12404	16/42	5033/33602	1.57E-04
AACTGT	33	17175	28/42	13171/33602	2.04E-04
GATAAG	41	18464	28/42	13811/33602	4.93E-04
ATTATG	60	33774	35/42	20241/33602	8.37E-04
CGTGTA	22	7824	17/42	6717/33602	1.25E-03
500 bp promoters of up-regulated genes in *ask1*					
CACGTG	72	7766	24/74	3253/33602	4.95E-08
ACACGT	57	7390	30/74	5609/33602	7.19E-07
ACGTGG	30	5475	22/74	4404/33602	9.42E-05
AAGTGG	31	7504	27/74	6502/33602	2.63E-04
ACACTC	23	5788	23/74	5177/33602	3.37E-04
1000 bp promoters of up-regulated genes in *ask1*					
CACGTG	100	12404	30/74	5033/33602	6.83E-08
ACACGT	77	12599	38/74	9080/33602	5.14E-06
ACGTGG	46	9196	31/74	7047/33602	2.50E-05
ATATTA	177	65927	68/74	25116/33602	1.22E-04
TGAGAC	48	12304	36/74	10027/33602	2.98E-04

The enrichment of biotic/abiotic stress related genes in the up-/down-regulated genes in the transcriptome of *ask1* mutant floral buds has several possible implications. First, the up-regulation of 39 biotic/abiotic stress related genes in *ask1* floral buds (Table 2) suggests the expression of such genes might be tightly constrained to avoid unnecessary expression to ensure continuous and maximal allocation of resources to reproductive organs. In WT floral buds, the expression of these genes may be turned off due to degradation of positive transcriptional regulators by ASK1-E3-mediated ubiquitination, but stresses might block the degradation of such positive regulators. Second, the observation that 19 genes annotated as stress responsive were down-regulated in *ask1* floral buds (Table 1) compared with WT floral buds suggests their involvement in normal flower development. Although these genes are annotated as responsive to biotic/abiotic signals, they could be triggered by endogenous signals such as programmed cell death (e.g., tapetum degeneration) and/or controlled dehydration during later stages of anther and pollen development [45]. However, the lack of cell-type-specific transcriptome information makes it difficult to determine the extent to which the transcriptome reprogramming for these developmentally-controlled processes resembles stress responses. In summary, ASK1-E3s might destabilize proteins that are involved in the complex regulations of signaling pathways in normal flower development or in response to external stimuli.

### Proteomic analysis of L*er* and *ask1* floral buds

To probe the effect of *ask1* on the floral proteome and to identify potential substrates of ASK1-E3s, we used a label-free proteomic method, MudPIT, to analyze floral bud proteomes of the *ask1* mutant and L*er* (Fig. 2). Total protein extracts of four L*er* and five *ask1* floral bud samples were digested in-solution with trypsin without pre-separation to maximize digestion of proteins with different properties (e.g., hydrophobicity and charges) and compartmentalization (cytosol, membrane, nucleus and organelles). MudPIT runs of the four L*er* samples (L*er*-1 ~ L*er*_4) detected 2348, 2258, 1658, and 1400 proteins, respectively, with a false discovery rate (FDR) of <1 %, (Additional file 3). When the four datasets were merged, a total of 3220 non-redundant proteins were detected. MudPIT runs of the five *ask1* samples (*ask1*_1 ~ *ask1*_5) detected 1780, 1441, 1959, 1007, and 363 proteins, respectively, with FDR < 1 %, (Additional file 3), for a total of 2916 non-redundant proteins. The *ask1*_5 run detected fewer proteins because the starting protein amount was about 20 % of the others to test whether a smaller amount of input protein extract could lead to different efficiency of protein detection. The test result did not show a huge difference in the detection efficiency when the amount of starting material was changed, i.e., the number of detected proteins is proportional to the starting protein amount. The 363 proteins detected in this test run were included in the total *ask1* proteins, but excluded for comparison between individual runs with spectral counting normalization in the following sections.

**Fig. 2:**
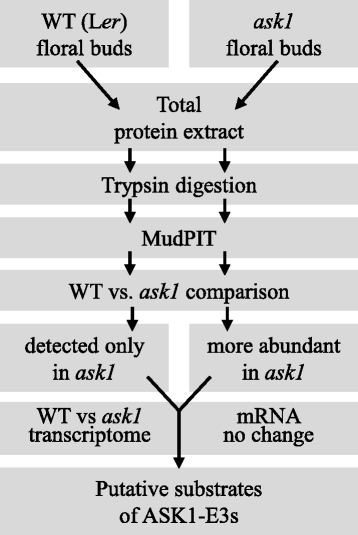
Workflow of the integrated proteomics and transcriptomics to identify putative ASK1-E3 substrates

The stochastic sampling and detection sensitivity of MS-based proteomics results in the partial identification of the whole proteome in each experiment and partially overlapping datasets from different MS runs. Indeed, analysis of our L*er* and *ask1* samples produced partially overlapping sets of proteins (Fig. 3): 884 (27.5 %) of the 3220 total L*er* proteins (FDR < 1 %) were detected by all four MS runs, 684 (17.2 %) proteins by three MS runs, 554 (21.2 %) proteins by two MS runs, and 1096 (34.1 %) proteins detected only once. Among the 2899 *ask1* proteins (proteins unique to *ask1*_5 not included), 568 (19.6 %), 493 (17.0 %), 598 (20.6 %), and 1240 (42.8 %) proteins were detected by four, three, two and one of the four MS runs, respectively. Even the proteins detected once had high confidence (FDR < 1 %) resulting from very stringent MS detection and searching criteria and thus were regarded as detected.

**Fig. 3:**
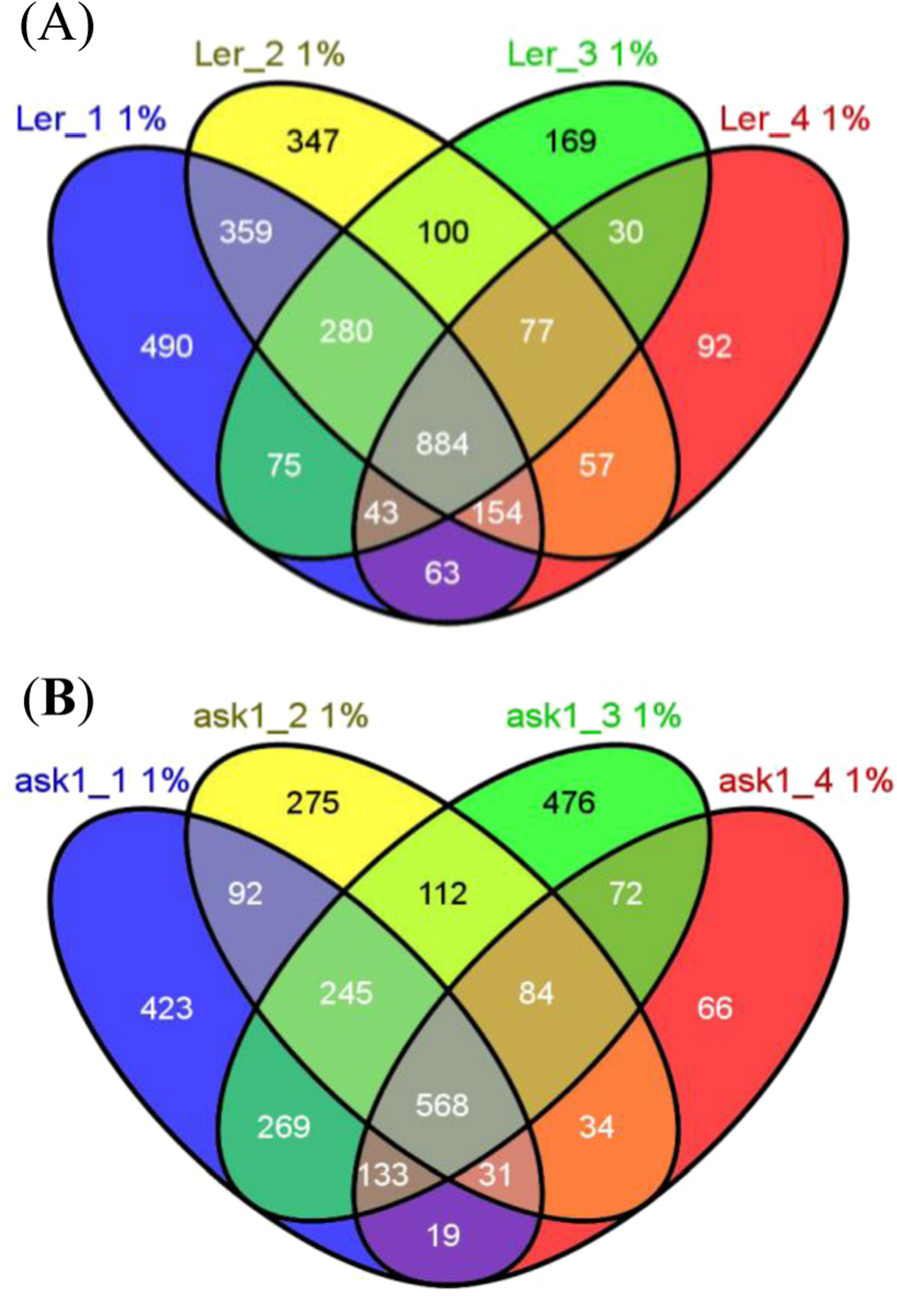
Independent proteomics samples detect partially overlapping sets of proteins. **a** Four L*er* samples L*er*_1 to L*er*_4. **b** Four *ask1* samples *ask1*_1 to *ask1*_4. The “1 %” after each sample name represents FDR < 1 %

Proteins of some cellular component categories (e.g., membrane proteins) that are usually considered to be difficult to be detected by MS without using detergents were well represented in our L*er* and *ask1* proteomes (Additional file 4), indicating that our method was able to detect proteins localized to the plasma membrane, organelle membrane, and nuclear envelope. One important improvement to minimize bias was that total protein extracts were digested by trypsin without separation into soluble or insoluble portions. Although insoluble proteins were often thought to be recalcitrant to enzyme digestion, extensive sonication, denaturing treatments, and prolonged tryptic digestion seem to have improved detection efficiency.

### Detection of additional floral proteins compared with previous proteomics studies

Comparing our floral bud proteomes with previously published proteomics data, we detected many additional proteins (Fig. 4). WT floral bud proteins from two previous studies [46, 47] were combined into one dataset (named “previous WT”) containing 5461 non-redundant proteins (FDR < 1 %). Compared with the previous WT, additional 516 proteins were only detected in our L*er* proteome dataset containing 3220 non-redundant proteins and additional 752 proteins were detected in our L*er* + *ask1* combined proteome dataset containing 3762 non-redundant proteins. The identification of these additional proteins indicates that proteomics detection has not been saturated. The development of more advanced MS technologies with the capacity of overcoming the huge dynamic range of proteins in biological samples is required to further push the proteomic identification closer to saturation. Until then, we have to keep in mind that there is still much room for improvement to our proteomics data and we need to be cautious when drawing conclusions from the current data.

**Fig. 4:**
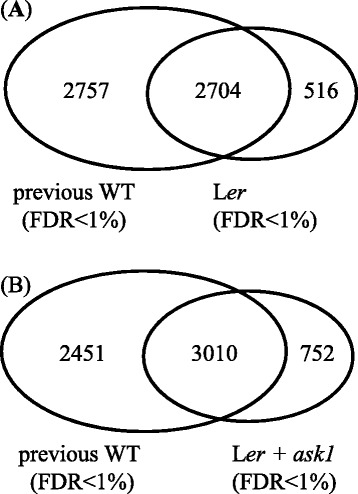
Detection of additional floral bud proteins than previous studies. **a** Comparison of WT floral bud proteins detected in previous studies (previous WT) and L*er* from this study (FDR < 1 %). **b** Comparison of floral bud proteins detected in previous WT and total proteins detected in our L*er* and *ask1* samples (FDR < 1 %)

### Proteins detected only in *ask1* or higher in *ask1*

Comparison of our *ask1* and L*er* proteomes revealed that 542 proteins were found only in *ask1* (Fig. 5a). These proteins have accumulated in *ask1* but not WT, suggesting that they might be putative ASK1-E3 substrates. However, it remains possible that the accumulation of these proteins might be an indirect effect of the *ask1* mutation. Since the limited number of MudPIT runs was not enough to saturate the proteome, we cannot rule out the possibility that some proteins detected only in *ask1* could have been detected also in L*er* if more MS runs had been done. In order to narrow down putative ASK1-E3 substrates, we combined our L*er* floral bud proteome data with the previous WT data [46, 47] yielding a larger WT floral bud proteome dataset consisting of 5977 proteins (Pooled WT). This Pooled WT dataset represents the most comprehensive floral bud proteome currently available obtained by MS methods. The total contribution of our WT (L*er*) floral bud proteome dataset to this Pooled WT proteome is about 53.9 % (3220/5977). By comparing *ask1* and the Pooled WT proteomes, we found that 236 proteins were only detected in *ask1* (*ask1*-only proteins); these are thus more likely to be ASK1-E3 substrates (Fig. 5b and Additional file 5).

**Fig. 5:**
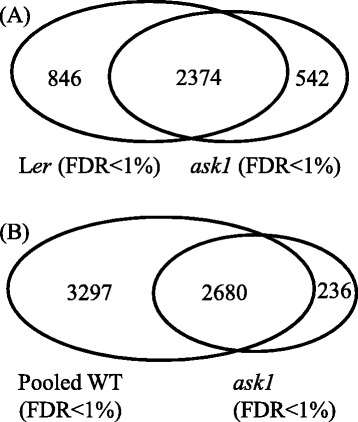
Proteins only detected in *ask1* but not in WT proteomes. **a** Comparison of L*er* and *ask1* proteomes from this study. **b** Comparison of the *ask1* proteome with the pooled WT, a combined WT proteome from previous studies and this study

We examined RNA levels of these *ask1*-only proteins from microarray data to determine whether increased transcription contributed to the accumulation of these proteins. 

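RNA from genes of the 236 *ask1*-only proteins, those detected by mass spectrometry in *ask1* and in no wild-type sample, lay close to its L*er* level. Of these genes, 114 are named among the probe sets here, and their median log2 ratio of *ask1* over L*er* was -0.03. For 107 of them (93.9%) the 95% confidence interval of the ratio lay within a 2-fold difference in either direction, as it did for 12670 of all 13333 genes measured. *BSMT1*, a methyltransferase gene that also stands in Table 2, was the one gene that met both criteria of the paper, with a log2 signal of 7.21 ± 0.68 (SD, n = 3) in *ask1* and 5.94 ± 0.47 (SD, n = 2) in L*er*. The paper's reported log2 ratio for it in Additional file 5 is 1.10. *UGT84A3*, a glucosyltransferase gene, had a log2 ratio of 0.72 with a standard error of 0.24. *LCR66*, of a family of small cysteine-rich proteins, had the lowest ratio, -1.47, with an interval from -3.41 to 0.47 that neither shows nor excludes a 2-fold difference. By limma, 0 of the 114 genes passed the adjusted test, and 2 had higher and 3 had lower means at an unadjusted p under 0.05. The number that met both criteria was 0 without *ask1* replicate 1 or 3 and with the methods' t-test, 3 without L*er* replicate 1 and 2 without L*er* replicate 2.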

The RNA levels of most of these genes were not significantly different between *ask1* and L*er* (do not meet the criteria of two-fold cutoff and Student’s t-test p-value < 0.05), except that 11 genes lacked probes on the ATH microarray chip (Additional file 5). Therefore, at least 225 proteins seem to be controlled by ASK1-E3s at the protein level.

Because we used a label-free proteomics method, protein abundance cannot be directly compared between samples. One of the relative quantification approaches, spectral counting, has been demonstrated to show higher reproducibility, larger dynamic range, and stronger linear correlation with relative protein abundance than sequence coverage, peptide number, and ion chromatographic methods [46, 48–51]. Therefore, proteomics datasets of this study were normalized using the spectral counting method as reported [46] and the average values were compared between L*er* and *ask1* to find 322 proteins with higher abundance (1.5-fold cutoff) in *ask1* (*ask1*-higher; Additional file 6). The previous WT data were not included because they were generated by different proteomics methods and difficult to compare quantitatively with our data. We extracted the RNA expression values from microarray data for these *ask1*-higher proteins to determine whether their elevated protein levels were due to increased transcript levels (Additional file 6). Only the RNA level of AT2G33380 was 2.2-fold higher in *ask1* than L*er*. The RNA levels of other genes were not significantly different between *ask1* and L*er*, except that 12 genes had no probes on the microarray chip, suggesting that at least 309 of *ask1*-higher proteins are probably regulated at the protein level.

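RNA of the genes of *ask1*-higher proteins was centred on its L*er* level, with a median log2 ratio of 0.00 over the 130 of 322 genes named among the probe sets here. None of the 130 met both criteria of the paper, and AT2G33380 is not among the genes named here. The 95% confidence interval lay within a 2-fold difference in either direction for 115 of them (88.5%). The proteins were chosen at a 1.5-fold cutoff, so an interval within 2-fold does not exclude an RNA change as large as that cutoff. The highest ratios were those of the chaperone gene *Hsp70-2*, 0.94 with an interval from 0.23 to 1.66, and of *CHIL*, a gene of flavonoid synthesis, 0.89 with an interval from 0.19 to 1.58, so that a 2-fold difference is not excluded for either. AT3G23770 had the lowest ratio, -1.42 with an interval from -3.22 to 0.38. By limma, 0 of the 130 passed the adjusted test, and 9 had higher and 4 had lower means at an unadjusted p under 0.05. Among all 13333 genes these numbers were 393 and 378, so at such a p this list leaned more to higher means. That difference was not tested. Over all 130 genes, 65 ratios lay above 0 and 65 below. Both criteria were met by 4 genes without *ask1* replicate 2 and by 3 without L*er* replicate 1 or 2.
The functional groups that the paper draws from the accumulated proteins had RNA ratios near 0. Of the ribosomal proteins of Table 5, 24 of 43 were measured, with log2 ratios from -0.13 to 0.32 and a median of 0.01, the highest being that of the S4 protein gene AT5G39850. The 7 of 23 kinase genes of Table 6 ranged from -0.20 to 0.26, and the 7 of 17 protease genes of Table 7 from -0.31 (*MAP1C*) to 0.29 (AT1G79720). Of the transcriptional regulators of Table 4, 3 of 19 were measured, among them *MYC3*, which activates jasmonate responses, at 8.54 ± 0.15 (SD, n = 3) in *ask1* and 8.49 ± 0.16 (SD, n = 2) in L*er*. Every interval in these 4 groups lay within a 2-fold difference. One of them, that of AT5G43640 of Table 5, says little, as its mean log2 signals of 3.68 in *ask1* and 3.76 in L*er* are near background. From RNA levels without a significant difference beside higher protein levels, the paper proposes that most of the *ask1*-higher proteins are regulated at the protein level.

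**Figure D3:**
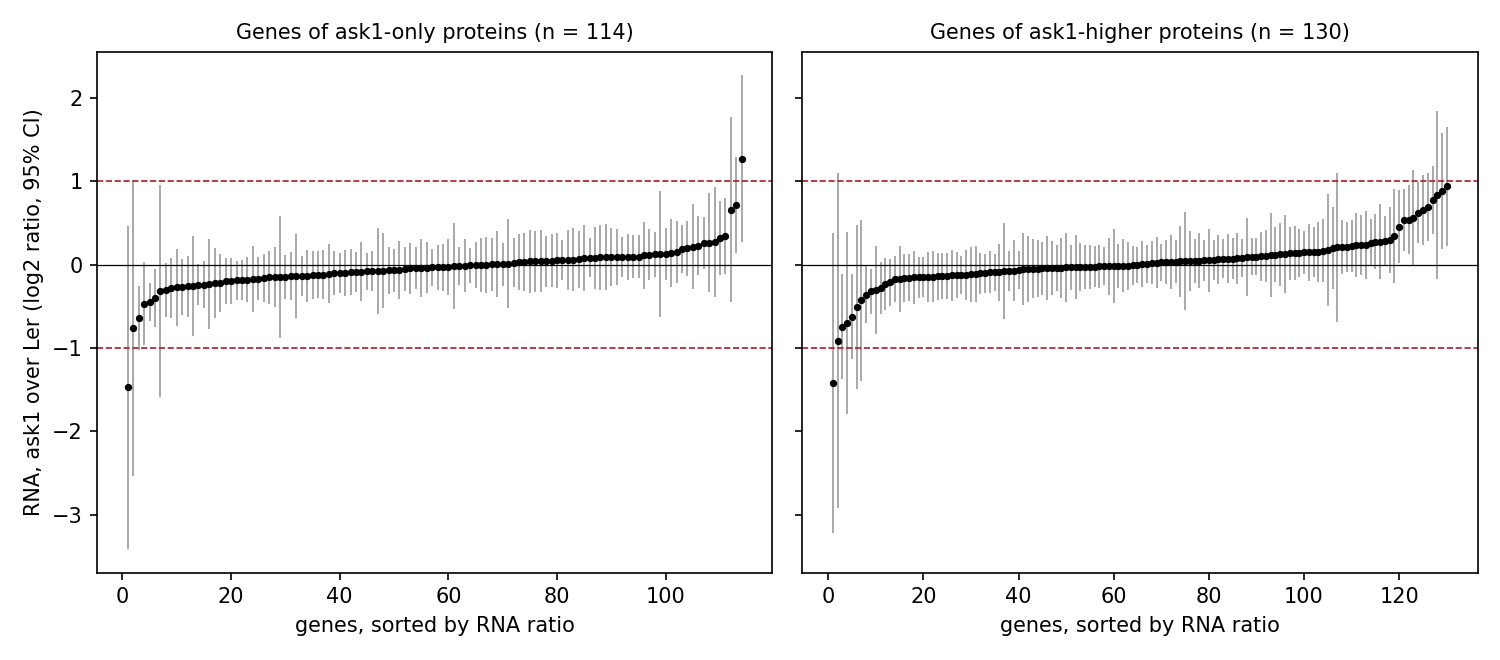
Log2 RNA ratio of *ask1* over L*er* for the 114 genes of *ask1*-only proteins and the 130 genes of *ask1*-higher proteins, sorted by ratio, with vertical lines for the 95% confidence intervals and dashed lines at a 2-fold difference. In the first panel *BSMT1* is the point above the upper dashed line.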

### ASK1 regulates abundance of regulatory proteins acting at multiple levels

GO categorization of the *ask1*-only and *ask1*-higher proteins shows that some molecular functional categories are overrepresented (Fisher test p-value < 0.05) (Fig. 6). Since regulatory proteins are often affected by the UPS, certain categories are of particular interest, including transcriptional regulators, kinases, and peptidases/proteases. Interestingly, many ribosomal proteins were also found to accumulate in *ask1* indicating a possible role of the UPS in translational regulation or extraribosomal functions of ribosomal proteins.

**Fig. 6:**
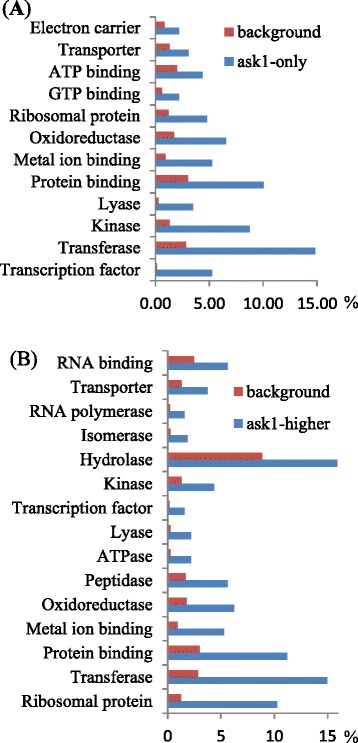
Overrepresented GO categories in proteins accumulated in the *ask1* proteome. **a** Overrepresented GO categories in *ask1*-only proteins. **b** Overrepresented GO categories in *ask1*-higher proteins. Each “Background” percentage (%) represents the proportion of all annotated proteins of each GO category in the total proteins in the *Arabidopsis thaliana* genome (TAIR10 version). Each “*ask1*-only” or “*ask1*-higher” percentage (%) represents the proportion of proteins that were only detected in *ask1* or with higher levels in *ask1* of each GO category in the total proteins detected in the *ask1* samples

#### ASK1-E3s affects the levels of transcriptional regulators

The *ask1* mutation affected 19 transcription factors and chromatin remodelers, including some with functional information (Table 4). One of them was JAZ9, which might function as a repressor of MYC transcription factors in the JA signaling pathway [52], consistent with the SCF^COI1^-dependent ubiquitination of JAZ proteins and subsequent degradation upon JA perception [10–12]. Another protein detected in *ask1* was the basic helix-loop-helix (bHLH) transcription factor MYC3, which interacts with JAZ proteins and functions with MYC2 and MYC4 to activate JA responses [53, 54]. MYC3 binds to G-boxes [53], possibly regulating promoters with G-boxes, including some of the genes that exhibited altered expression in *ask1,* as supported by the enrichment of G-boxes in the promoters of the genes exhibiting altered expression in *ask1* as described in the first section (Table 3). The accumulation of JAZ9 and MYC3 in the *ask1* proteome raises the possibility that protein stability of both JAZs and MYCs is regulated by the UPS, adding another layer of regulation in the JA signaling pathway. In addition, eight zinc finger transcription factors and several transcription factors of other types (Table 4) also exhibited elevated protein levels in *ask1*, indicating that destabilization of these transcription factors by ASK1-E3s might be important for floral development.

**Table 4:** Transcriptional regulators enriched in *ask1*-only or *ask1*-higher proteins

Transcription factors	
*Enriched in ask1-only proteins*	
AT5G46760	MYC3, basic helix-loop-helix (bHLH) transcription factor
AT1G70700	JASMONATE-ZIM-DOMAIN PROTEIN 9 (JAZ9)
AT1G32360	Zinc finger (CCCH-type) family protein
AT2G24500	Zinc finger (C2H2-type) protein FZF
AT5G60850	Zinc finger OBF BINDING PROTEIN 4 (OBP4)
AT3G61850	Zinc finger DOF AFFECTING GERMINATION 1 (DAG1)
AT4G36620	Zinc finger GATA TRANSCRIPTION FACTOR 19 (GATA19)
AT2G02540	ZINC FINGER HOMEODOMAIN 3 (ZHD3)
AT5G15210	ZINC FINGER HOMEODOMAIN 8 (ZHD8)
AT1G54830	NUCLEAR FACTOR Y, SUBUNIT C3 (NF-YC3)
AT1G58100	TCP DOMAIN PROTEIN 8 (TCP8)
AT3G10490	NAC DOMAIN CONTAINING PROTEIN 52 (ANAC052)
AT4G02020	Polycomb group protein SWINGER (SWN)
*Enriched in ask1-higher proteins*	
AT1G49480	RELATED TO VERNALIZATION1 1 (RTV1)
AT1G76880	Duplicated homeodomain-like superfamily protein
AT3G28920	ZINC FINGER HOMEODOMAIN 9 (ZHD9)
AT3G48430	RELATIVE OF EARLY FLOWERING 6 (REF6); JUMONJI DOMAIN-CONTAINING PROTEIN 12 (JMJ12)
AT4G35570	HIGH MOBILITY GROUP B5 (HMGB5)
AT4G38130	HISTONE DEACETYLASE 1 (HD1);HISTONE DEACETYLASE19

The *ask1* mutation also caused an increased level of a Polycomb group protein, SWINGER (SWN) (Table 4), which interacts with other Polycomb group proteins to repress expression of *FLOWERING LOCUS C* (*FLC*) and controls the initiation of endosperm development [55–57]. The elevated SWN protein level is expected to repress *FLC* expression. Although our *ask1* and L*er* floral bud transcriptome data did not show significant difference of *FLC* expression, our unpublished anther transcriptome data showed that averaged microarray values of *FLC* are 68 and 251 (raw microarray data normalized by R package RMA) in *ask1* and L*er* anther transcriptomes, respectively, i.e., the *FLC* level is lower in *ask1* anthers than that in L*er* anthers (regular Student’s t-test p-value = 0.04). The down-regulation of *FLC* in the *ask1* anther transcriptome suggests that degradation of the SWN protein in developing anthers normally derepress its target genes including *FLC*. Another affected chromatin remodeling protein is RELATIVE OF EARLY FLOWERING 6 (REF6), which is a histone H3 lysine 27 demethylase [58] and positively regulates flowering and brassinosteroid signaling [59]. Our results suggest that ASK1-E3s may modulate gene transcription by facilitating the degradation of both sequence-specific DNA binding transcription factors and chromatin remodelers.

#### ASK1-E3 affects ribosomal proteins

Interestingly, many ribosomal proteins were identified only or with higher levels in *ask1* (Table 5), indicating that ASK1-E3s may also have a role in translational regulation. Several ribosomal proteins have been genetically studied: NUCLEAR FUSION DEFECTIVE 3 is required for polar nuclei fusion during female gametophyte development [60]; PIGGYBACK1 influences leaf vascular patterning [61]; OLIGOCELLULA7 is involved in ribosome biogenesis and organ size control [62]; and POINTED FIRST LEAF2 plays a role in early leaf development [63]. Ribosomal proteins might be regulated by ASK1-E3s either for ribosome turnover, or for extraribosomal regulatory purposes. It was suggested that ribosomal proteins can be ubiquitinated for selective degradation of ribosomes by autophagy [64, 65]. So, the accumulation of ribosomal proteins in *ask1* might result from the failure of ubiquitination by ASK1-E3s and subsequent autophagy. A previous study showed that F-BOX PROTEIN 7 (FBP7), which interacts with ASK1, is required for efficient translation under temperature stress conditions, but the substrate of this F-box protein is not identified [66]. It is possible that F-box proteins, such as FBP7, may regulate translation by ubiquitination of specific ribosomal proteins. Our results suggest that ASK1-E3s might be extensively involved in the regulation of translation.

**Table 5:** Ribosomal proteins enriched in *ask1*-only and *ask1*-higher proteins

Ribosomal proteins	
*Enriched in ask1-only proteins*	
AT5G02610	Ribosomal L29
AT1G26880	Ribosomal protein L34e
AT4G25890	60S acidic ribosomal protein family
AT5G67510	Translation protein SH3-like family protein, large ribosomal subunit
AT5G39850	Ribosomal protein S4
AT5G43640	Ribosomal protein S19
AT4G34555	Ribosomal protein S25
AT3G61110	Ribosomal protein S27
AT1G31817	Mitochondrial 50S ribosomal L21, NUCLEAR FUSION DEFECTIVE 3
AT2G38140	Plastid-specific ribosomal protein 4 (PSRP4)
*Enriched in ask1-only proteins*	
AT1G07830	Ribosomal protein L29 family protein
AT1G15930	Ribosomal protein L7Ae/L30e/S12e/Gadd45 family protein
AT1G26910	Ribosomal protein L16p/L10e family protein
AT1G27400	Ribosomal protein L22p/L17e family protein
AT1G41880	Ribosomal protein L35Ae family protein
AT1G67430	Ribosomal protein L22p/L17e family protein
AT1G69620	RIBOSOMAL PROTEIN L34 (RPL34)
AT1G78630	Ribosomal protein L13 family protein, EMBRYO DEFECTIVE 1473 (EMB1473)
AT2G27530	Ribosomal protein L10aP, PIGGYBACK1 (PGY1)
AT3G07110	Ribosomal protein L13 family protein
AT3G54210	Ribosomal protein L17 family protein
AT3G59540	Ribosomal L38e protein family
AT5G23900	Ribosomal protein L13e family protein
AT5G27850	Ribosomal protein L18e/L15 superfamily protein
AT5G39740	RIBOSOMAL PROTEIN L5B (RPL5B); OLIGOCELLULA 7 (OLI7)
AT2G28830	PLANT U-BOX 12 (PUB12) with ribosomal protein L10e/L16 domain
AT1G74970	RIBOSOMAL PROTEIN S9 (RPS9)
AT2G40510	Ribosomal protein S26e family protein
AT2G40590	Ribosomal protein S26e family protein
AT3G04920	Ribosomal protein S24e family protein
AT3G13120	Ribosomal protein S10p/S20e family protein
AT3G56340	Ribosomal protein S26e family protein
AT4G00100	RIBOSOMAL PROTEIN S13A (RPS13A); POINTED FIRST LEAF 2 (PFL2)
AT4G33865	Ribosomal protein S14p/S29e family protein
AT4G39200	Ribosomal protein S14p/S29e family protein
AT5G04800	Ribosomal S17 family protein
AT5G15200	Ribosomal protein S4
AT5G28060	Ribosomal protein S24e family protein
AT5G52650	RNA binding Plectin/S10 domain-containing protein
AT3G16080	Zinc-binding ribosomal protein family protein
ATCG00800	Chloroplast ribosomal protein S3, RESISTANCE TO PSEUDOMONAS SYRINGAE 3
ATCG01240	30S chloroplast ribosomal protein S7, RIBOSOMAL PROTEIN S7 (RPS7.2)
AT1G07320	Plastid RIBOSOMAL PROTEIN L4 (RPL4); EMBRYO DEFECTIVE 2784 (EMB2784)

Alternatively, ribosomal proteins may have extraribosomal functions, which are exemplified by the previous findings that several ribosomal proteins can block the ubiquitination of the tumor suppressor p53 upon ribosomal stress [67]. Therefore, the ribosomal proteins accumulated in *ask1* might function as regulatory proteins which themselves may be regulated by ubiquitin-mediated proteolysis. Further studies of genetic and molecular interactions between ribosomal proteins and E3 ubiquitin ligases are required for elucidating the role of UPS in translational regulation.

It is difficult to rule out the possibility that the accumulation of these ribosomal proteins might be a side effect of the *ask1* mutation. Since the *ask1* is a stable mutant, it is possible that long-term and large-scale disturbance of protein degradation might impose an intracellular stress which in turn affects the ribosome biosynthesis, activity or turnover. Therefore, more research is needed to elucidate the link between protein degradation and ribosomal protein functions.

#### ASK1-E3s affects regulators of protein activities

A number of kinases accumulated in the *ask1* proteome (Table 6), including some that are important for plant responses to various stimuli. Among them, CALCIUM-DEPENDENT PROTEIN KINASE 6 (CPK6) is a positive regulator of salt/drought stress tolerance [68], methyl jasmonate signaling in guard cells [69], and ABA regulation of guard cell ion channels [70]. In addition, LYSM DOMAIN RECEPTOR-LIKE KINASE 1 (LYSM RLK1) is involved in chitin-mediated plant innate immunity [71, 72], and MAP KINASE KINASE 2 (MKK2) regulates cold and salt stress signaling and innate immunity [73–75]. Our results indicate that ASK1-E3s normally destabilize these kinases during normal flower development, possibly to suppress biotic/abiotic stress responses in the absence of stimuli.

**Table 6:** Kinases enriched in *ask1*-only and *ask1*-higher proteins

Kinases	
*Enriched in ask1-only proteins*	
AT2G17290	CALCIUM-DEPENDENT PROTEIN KINASE 6 (CPK6)
AT4G21940	CALCIUM-DEPENDENT PROTEIN KINASE 15 (CPK15)
AT5G45190	Cyclin T partner CYCT1;5
AT3G48750	Cyclin-dependent kinase CELL DIVISION CONTROL 2 (CDC2)
AT4G29810	MAP KINASE KINASE 2 (MKK2)
AT3G29160	SNF1-RELATED PROTEIN KINASE 1.2 (SnRK1.2)
AT5G63650	SNF1-RELATED PROTEIN KINASE 2.5 (SNRK2.5)
AT4G26100	CASEIN KINASE 1 (CK1)
AT4G35780	ACT-like protein tyrosine kinase
AT5G49470	PAS domain-containing protein tyrosine kinase
AT5G11020	Protein kinase superfamily protein
AT5G24010	Protein kinase superfamily protein
AT5G57610	Protein kinase superfamily protein
AT5G43020	Leucine-rich repeat protein kinase family protein
AT3G21630	LYSM DOMAIN RECEPTOR-LIKE KINASE 1 (LYSM RLK1)
AT3G14350	STRUBBELIG-RECEPTOR FAMILY 7 (SRF7)
AT4G33240	1-phosphatidylinositol-3-phosphate (PtdIns3P) 5-kinase
*Enriched in ask1-higher proteins*	
AT1G31910	GHMP kinase family protein
AT2G18170	MAP KINASE 7 (ATMPK7)
AT2G27970	CDK-SUBUNIT 2 (CKS2)
AT3G02880	Leucine-rich repeat protein kinase family protein
AT4G21210	PPDK REGULATORY PROTEIN (RP1)
AT4G35230	BR-SIGNALING KINASE 1 (BSK1)

Also affected are two cell cycle regulators, cyclin-dependent kinase CELL DIVISION CONTROL 2 (CDC2) and a Cyclin T protein, CYCT1;5. CDC2 is required for male gametogenesis [76]. CYCT1;5 is a subunit of cyclin-dependent kinase C complexes involved in cauliflower mosaic virus infection, plant growth and development [77]. The accumulation of cell cycle regulators in *ask1* may affect mitosis and/or meiosis, as suggested by the findings that *ask1* mutant plants have reduced cell numbers and defective male meiosis [23, 28–31]. Timely removal of cell cycle regulators is likely to be an important part of ASK1 function in regulating plant development.

We also found that SNF1-RELATED PROTEIN KINASE 1.2 (SnRK1.2)/SNF1 KINASE HOMOLOG 11 (KIN11), which was reported to be degraded during phosphate starvation [78], accumulated in the *ask1* proteome. SnRK1.2/KIN11 was also shown to interact with ASK1 [79]. These findings imply that ASK1 might directly recruit SnRK1.2/KIN11 to Cul1 without an F-box protein, resulting in ubiquitination and degradation of SnRK1.2/KIN11. Alternatively, an F-box protein might also interact with ASK1 and SnRK1.2/KIN11, forming an SCF complex for ubiquitinating SnRK1.2/KIN11.

Other kinases are largely unknown, but might have important functions in signal perception and transduction. For example, AT5G43020 and AT3G14350 contain transmembrane domains and could be membrane receptor kinases. In summary, the increased levels of these kinases suggest that ASK1-E3s negatively regulate levels of these protein kinases to control cell cycle, plant immunity, hormone signaling, and other processes.

#### ASK1-E3 affects regulators of protein stability

The peptidase category is enriched in the *ask1*-higher proteins (Table 7), indicating that ASK1-E3s may regulate degradation of peptidases, which in turn affect protein processing or turnover. Four peptidases (AT1G53850, AT5G66140, AT1G77440, and AT3G60820) are isoforms of 20S proteasome alpha/beta subunits, indicating that the proteasome core complex may also be regulated by UPS. Two ubiquitin-specific proteases UBIQUITIN-SPECIFIC PROTEASE5 (UBP5) and UBP6 were also detected in *ask1*-higher proteins, suggesting that deubiquitinases, which antagonize protein ubiquitination, might also be regulated by the UPS. The BRI1 SUPPRESSOR 1 (BRS1), a secreted serine carboxypeptidase, is involved in brassinosteroid signaling possibly by processing some proteins [80]. Other peptidases are largely unknown except information from expression and homology. Peptidases/proteases may normally be subject to negative regulation by ASK1-E3s, thus coupling peptidase-mediated protein processing or degradation with the UPS.

**Table 7:** Peptidases enriched in *ask1*-higher proteins

Peptidases	
AT1G01300	Eukaryotic aspartyl protease family protein
AT1G79720	Eukaryotic aspartyl protease family protein
AT1G02305	Cysteine proteinases superfamily protein
AT3G62940	Cysteine proteinases superfamily protein
AT5G43060	Granulin repeat cysteine protease family protein, ESPONSIVE TO DEHYDRATION 21B (RD21B)
AT4G30610	SERINE CARBOXYPEPTIDASE 24 PRECURSOR (SCPL24); BRI1 SUPPRESSOR 1 (BRS1)
AT4G30810	SERINE CARBOXYPEPTIDASE-LIKE 29 (SCPL29)
AT1G13270	METHIONINE AMINOPEPTIDASE 1B (MAP1C)
AT3G14067	Subtilase family protein
AT5G04710	Zn-dependent exopeptidases superfamily protein
AT5G05740	S2P-like putative metalloprotease, ETHYLENE-DEPENDENT GRAVITROPISM-DEFICIENT AND YELLOW-GREEN-LIKE 2 (EGY2)
AT2G40930	UBIQUITIN-SPECIFIC PROTEASE 5 (UBP5)
AT1G51710	UBIQUITIN-SPECIFIC PROTEASE 6 (UBP6)
AT1G53850	20S PROTEASOME ALPHA SUBUNIT E1 (PAE1)
AT5G66140	20S PROTEASOME ALPHA SUBUNIT D2 (PAD2)
AT1G77440	20S PROTEASOME BETA SUBUNIT C2 (PBC2)
AT3G60820	20S PROTEASOME BETA SUBUNIT F1 (PBF1)

### Possible ways that ASK1 regulates gene expression

By integrative analysis of transcriptome and proteome data, we found that ASK1-E3s might regulate gene expression at multiple steps, ranging from transcriptional, translational, to post-translational regulations. ASK1-E3s may destabilize transcription repressors or activators to derepress or inactivate gene transcription, respectively (Fig. 7a). In the absence of ASK1, the accumulation of these transcriptional repressors or activators results in down-regulation or up-regulation of gene transcription, respectively. However, we cannot rule out the possibility that the altered transcriptome and proteome might be indirect consequences of the *ask1* mutation.

**Fig. 7:**
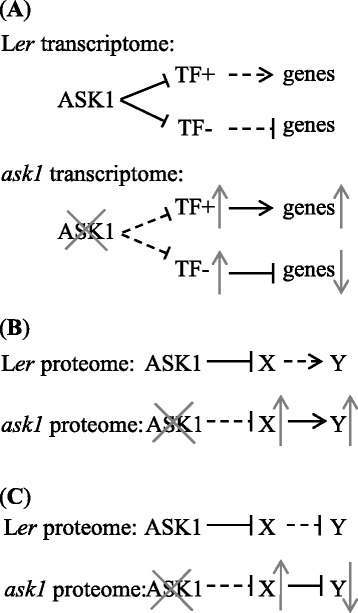
Possible mechanisms of transcriptome and proteome regulations by ASK1-E3s. **a** ASK1-E3s may regulate gene transcription by destabilizing transcription factors. The transcription factors are stabilized in *ask1* mutant and activate or repress downstream gene transcription. TF+, transcriptional activators; TF-, transcriptional repressors. **b** ASK1-E3s might destabilize substrate X, which positively regulates the abundance of target proteins Y. In the *ask1* mutant proteome, ASK1-E3 substrate X and their target protein Y accumulate. **c** ASK1-E3s might destabilize substrate X, which negatively regulates the abundance of target protein Y. In the *ask1* mutant proteome, ASK1-E3 substrate X accumulates but target protein Y decreases. Bars, negative regulation; horizontal arrows, positive regulation; dashed gray bars and horizontal arrows, missing regulations; upward arrows, increase in abundance; downward arrows, decrease in abundance

The proteins accumulated in *ask1* might be direct substrates of ASK1-E3s, or stabilized by ASK1-E3 substrates (Fig. 7b). For example, ubiquitin-specific proteases UBP5 and UBP6, which accumulate in the *ask1* proteome (Table 7), might be substrates of ASK1-E3s; UBP5 and UBP6 could deubiquitinate and prevent degradation of ubiquitinated proteins, whose protein levels are then increased in *ask1*. An example in human is the herpesvirus-associated ubiquitin-specific protease (HAUSP), which stabilizes a tumor suppressor p53 by deubiquitination [81]. Ribosomal proteins may share a similar mechanism: accumulation of ribosomal proteins in *ask1* may increase protein synthesis; alternatively, if ribosomal proteins have extraribosomal regulatory functions, they may stabilize some proteins in a similar way as those stabilizing p53 in human [67].

In another possible scenario, ASK1-E3s may destabilize some proteolytic enzymes (e.g., E3 ubiquitin ligases or peptidases), which can degrade other proteins (Fig. 7c), forming a double negative regulation cascade. The accumulation of such proteolytic enzymes in *ask1* may cause reduced levels of their proteolytic substrates. Proteasome subunits and peptidases that accumulate in *ask1* may be involved in degradation of their substrate proteins, which could be detected with lower levels in *ask1* proteome (Additional file 7). However, it remains difficult to identify these proteolytic substrates due to lack of functional information of the proteolytic enzymes.

There are probably more proteins regulated by ASK1-E3s than those identified in this study. For example, the substrates of the well-studied F-box proteins, TIR1 and COI1, were not detected except JAZ9 (Table 4). One possible reason is that, due to technical limitations, MS might not have uncovered proteins with low-level and/or spatiotemporally restricted expression (e.g, the putative UFO substrate, LEAFY, which is mainly expressed in the inflorescence meristem and floral meristem [20–22]), and when the substrates of F-box proteins are subject to degradation. Another important reason is the functional redundancies among the 21 *ASK* family members in Arabidopsis. Since the *ASK1* gene is expressed throughout the plant with higher levels in growing organs, its mutation is expected to cause more defects in many plant organs. However, the actual defects are milder than the expected, probably due to the redundancy among the *ASK* family members. The *ASK2* gene is the most closely related gene to *ASK1*. The single mutant of *ask2* is similar to WT plants, but the *ask1 ask2* double mutant has severe defects in embryo development and is lethal soon after seed germination [82]. This suggests that the redundancy of ASK1 with ASK2, and possibly other ASK proteins, probably has masked some aspects of the ASK1 function. In other words, some ASK1-E3 substrates might also be ubiquitinated by SCFs containing other ASK proteins (e.g., ASK2-E3s), and thus would be unable to accumulate in the *ask1* proteome. This might also explain why most of the well-known substrates of F-box proteins (TIR1 and COI1) were not identified in our MS data.

For example, one new aspect of ASK1 functions was revealed by our reanalysis of female fertility of the *ask1* mutant, which was reported to be female fertile in previous studies [23, 28–31]. We loaded excess WT (L*er*) pollen onto stigmas of the *ask1* mutant, the *dysfunctional tapetum 1* (*dyt1*) mutant **(**as a control with male sterility and female fertility) [83], and L*er* (as a self-pollination control), and finally we counted mature seeds from every silique (Additional file 8). The result clearly showed that the pollinated *ask1* pistils yielded significantly fewer seeds (16.0 seeds/silique on average) than L*er* (52.5 seeds/silique on average) and *dyt1* (52.0 seeds/silique on average) (Student’s t-test p-value < 0.01); while the pollinated *dyt1* pistils yielded similar numbers of seeds as L*er* (Student’s t-test p-value > 0.05). This finding suggests a previously unrecognized role of ASK1 in female reproductive development in Arabidopsis. Studying the masked aspects of ASK1 functions will need tissue-specific silencing of multiple *ASK* family members, or tissue-specific *ASK1* complementation within the *ask1 ask2* double mutant or higher order mutants. In addition, characterization of the ubiquitinated proteome may identify potential substrates of E3 ubiquitin ligases and ubiquitination sites within each protein, providing additional clues about ASK1 function in related processes.

## Conclusions

Protein degradation is an integral part of various biological processes. The UPS is of particular interest since it selectively degrades proteins, including many key regulators of many cellular pathways [1–3]. However, searching for specific substrates of E3 ubiquitin ligases has been difficult probably due to rapid degradation of substrate proteins once they have been polyubiquitinated by E3 ubiquitin ligases, relatively weak interaction between E3s and substrates, narrow spatiotemporal window where the E3-substate interaction occurs, and others.

In this study, we have searched for potential E3 substrates by using an Arabidopsis mutant that lacks the functional *ASK1* gene encoding a key component of SCF-type E3 ubiquitin ligases and that has developmental defects, particularly in floral organs including petals and anthers [23, 28–31]. We employed a MS-based method, MudPIT, to explore floral bud proteomes and detected 2916 and 3220 proteins in *ask1* and WT proteomes, respectively. By comparing the *ask1* proteome with a pooled WT floral bud proteome (our WT floral bud proteome combined with two published WT floral bud proteomes), we found 236 proteins that are unique to the *ask1* proteome and 322 proteins with higher levels in the *ask1* proteome. The accumulation of these proteins in the absence of ASK1-E3s suggests that they may be targeted by ASK1-E3s for degradation in WT. Our transcriptomics analysis of *ask1* and WT floral buds showed that the transcripts of genes encoding the proteins accumulated in the *ask1* proteome are not significantly affected by the *ask1* mutation, suggesting that these proteins are regulated at the protein level and thus are more likely to be candidate substrates of ASK1-E3s. Functional categorization revealed that many of the potential substrates of ASK1-E3s are involved in regulation of transcription, translation, protein phosphorylation, and protein degradation. This indicates a multifaceted role of ASK1 in regulating plant development. Much more work is required to validate these candidate E3 substrates and to investigate their specific molecular functions.

## Methods

### Plant materials and growth conditions

The *Arabidopsis thaliana* ecotype Landsberg *erecta* (L*er*) and *ask1* mutant within the L*er* background [23] were used. Plants were grown on soil (Metro-Mix 360, Sun Gro Horticulture, Bellevue, WA) in a growth room with a temperature of 23 °C and long day conditions (16 h light and 8 h dark). The *ask1* mutant plants were selected from the progeny of *ASK1*/*ask1* heterozygous plants by their abnormal phenotypes including reduced plant size compared with WT plants of the same age, reduced number and/or reduced size of petals, sterile anthers, short filaments, and short siliques. Clusters of unopened floral buds from the primary inflorescences (from inflorescence meristem to the biggest unopened bud) of the *ask1* mutant and L*er* were collected from plants with about 5 open flowers.

### Microarray analysis

L*er* and *ask1* floral bud total RNA was extracted using the NucleoSpin® RNA Plant kit (MACHEREY-NAGEL, Bethlehem, PA). RNA quality analysis was performed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), controlled by the Agilent 2100 Expert software, using the Plant RNA Nano assay following the RNA 6000 Nano kit protocol. Microarray was performed using the GeneChip Arabidopsis ATH1 Genome Array (Affymetrix, Santa Clara, CA) in the Penn State Genomics Core Facility – University Park, PA. Three biological replicates of *ask1* and four biological replicates of L*er* were performed (Additional file 9).

Data analysis was conducted as previously described with some modifications [84]. Microarray datasets (.CEL files) were normalized by R package RMA and exported as Excel files. Microarray signal values were averaged from biological replicates of each genotype and compared between *ask1* and L*er* to find differentially expressed genes which show at least 2-fold differences in RNA levels and p-value < 0.05 (regular Student’s t-test). GO categorization was conducted using the Singular Enrichment Analysis (SEA) from agriGO [38]. The Affymetrix ATH1 Genome Array (GPL198) was selected as the background reference which contains 22479 annotated genes. The statistical test was set to Fisher and significance level set to 0.05.

### Protein extraction with trichloroacetic acid/acetone method

The protein extraction method was modified from a previous study [85]. Floral buds were ground thoroughly in liquid nitrogen with mortars and pestles and the powder was suspended in -20 °C Acetone with 10 % w/v Trichloroacetic Acid (TCA) and 0.07 % (v/v) β-Mercaptoethanol (1 ml for 0.3 g of tissue powder). After being incubated for 2 h (or overnight) at -20 °C, the protein suspension was centrifuged for 15-20 min at 14,000 rpm. The supernatant was removed and the protein pellet was resuspended and washed with 1 ml of -20 °C Acetone containing 0.07 % (v/v) β-Mercaptoethanol followed by centrifugation for 15-20 min at 14,000 rpm. This washing step was repeated until the pellet was almost white. The protein pellet was vacuum dried for 5-10 min and stored at -20 °C or immediately used for trypsin digestion.

### In-solution trypsin digestion of protein extract

About 20-30 mg of crude protein extract from the TCA/Acetone method was resuspended in 1 ml of rehydration buffer [100 mM NH_4_HCO_3_, 10 mM Dithiothreitol (DTT), 10 % (v/v) Acetonitrile] and sonicated for 5 times, 20 s each time, duty cycle 40 %, power 3 using a Branson Sonifier S-450A (Branson Ultrasonics, Danbury, CT). Proteins were denatured at 60 °C for 45–60 min and alkylated by 50 mM Iodoacetamide at 37 °C for 30 min in dark. 40 μl of 1 M DTT was added to quench the alkylation reaction. Alkylated proteins were digested by 20 μg of Trypsin Gold, Mass Spectrometry Grade (Promega, Madison, WI) for 16-18 h at 37 °C with moderate shaking. The remaining indigestible debris was removed by centrifugation at 12,000 rpm for 10 min. The supernatant was transferred to a new 1.5 ml tube and centrifuged again to remove residual debris. The supernatant was transferred to a new 1.5 ml tube and was adjust to pH 3.0 with glacial acetic acid. The peptide solution was vacuum dried completely to evaporate off NH_4_HCO_3_ and acetonitrile. The pellet was resuspended in 200 μl of H_2_O and vacuum dried. Three repeats of resuspension and drying were performed in total. Finally the peptides were analyzed in the Proteomics and Mass Spec Core Facility, College of Medicine, Pennsylvania State University, Hershey, PA.

### Mass spectrometry analysis/MudPIT

Trypsin-digested peptide samples were analyzed by MudPIT according to the 2D LC-MALDI separation and analysis procedures published previously using a 4800 proteomic analyzer MALDI TOF/TOF tandem system (Applied Biosysems) [86] except several modifications. The ProteinPilot software version 4.2 was used to perform protein identification by searching MS spectra against the protein database which included the *Arabidopsis thaliana* protein list TAIR10_pep_20101214, 156 common human and lab contaminants (ABSciex_ContaminantDB_20070711), and a reverse “decoy” version of the protein database itself (concatenated Reverse Decoy Database). Proteins with local FDR < 1 % were accepted as detected (Additional files 10, 11, 12, 13, 14, 15, 16, 17, and 18).

### Proteomics data analysis

We combined proteins detected in *ask1* samples into the *ask1* proteome, and combined proteins detected in L*er* into the L*er* proteome. We first compared our *ask1* and L*er* proteomes to find proteins that are only detected in *ask1* samples. We also obtained previously published proteomics data of wild-type *Arabidopsis thaliana* floral buds [46, 47] and combined them into a “previous WT” proteome containing 5461 non-redundant proteins (FDR < 1 %). Comparison of our L*er* and *ask1* proteomes with the previous WT proteome resulted in the finding of additional floral proteins in our data. We combined our L*er* floral bud proteome with the previous WT proteome [46, 47] to a “Pooled WT” proteome consisting of 5977 non-redundant proteins. Comparison of our *ask1* proteome with the Pooled WT proteome led to the identification of proteins that are considered as “*ask1*-only” proteins.

Since each sample was analyzed by MudPIT individually without labeling and multiplexing, the abundance of each protein cannot be directly compared across different samples. Instead, the relative abundance of each protein in a sample was normalized using the spectral counting method as previously described [46, 48–51, 87]. The following formula is used to calculate the spectral counting values which represent the normalized relative abundance of proteins:

$$ \mathrm{Abundance}\kern0.5em \mathrm{of}\kern0.5em \mathrm{protein}\kern0.5em \mathrm{K}=\frac{\left[\frac{\left(\mathrm{Measured}\kern0.5em \mathrm{s}\mathrm{pectra}\kern0.5em \mathrm{of}\kern0.5em \mathrm{protein}\kern0.5em \mathrm{K}\right)}{\mathrm{Measured}\kern0.5em \mathrm{s}\mathrm{pectra}\kern0.5em \mathrm{of}\kern0.5em \mathrm{all}\kern0.5em \mathrm{protein}\mathrm{s}\kern0.5em \mathrm{in}\kern0.5em \mathrm{dataset}}\right]}{\left[\frac{\mathrm{Theoretical}\kern0.5em \mathrm{peptides}\kern0.5em \mathrm{of}\kern0.5em \mathrm{protein}\kern0.5em \mathrm{K}}{\mathrm{Theoretical}\kern0.5em \mathrm{peptides}\kern0.5em \mathrm{of}\kern0.5em \mathrm{all}\kern0.5em \mathrm{protein}\mathrm{s}\kern0.5em \mathrm{in}\kern0.5em \mathrm{dataset}}\right]} $$

The “Measured spectra of protein K” is the number of actually detected MS spectra that specifically match to the protein K.

The “Measured spectra of all proteins in dataset” is the sum of the measured spectra of proteins in one sample.

The “Theoretical peptides of all proteins in dataset” is the total number of the *in silico* tryptic peptides of all proteins detected in one sample. The *in silico* tryptic digestion was carried out using the tool “digest” from the Galaxy platform (https://usegalaxy.org/). Since trypsin normally does not cut after lysine (K) or arginine (R) residues if it is followed by a Proline (P), we specified these sites as non-cut sites. Partial digestion and fragments containing more than one potential cut site were not included. Peptides containing at least 6 amino acid residues were considered as theoretical peptides.

The “Theoretical peptides of protein K” is the number of tryptic peptides of a protein K that was determined in the above “Theoretical peptides of all proteins in dataset”.

For a protein detected in both *ask1* and L*er* samples, its spectral counting values were averaged across *ask1* and L*er* samples, respectively. Then the average spectral counting values of a protein in *ask1* and L*er* samples were compared. Proteins whose average spectral counting value in *ask1* samples is at least 1.5-fold of that in L*er* samples were considered as “*ask1*-higher” proteins.

### Availability of supporting data

The data sets supporting the results of this article are included within the article and its additional file. The raw microarray datasets were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) with the accession number GSE42841.

## Additional files

Additional file 1: 
**Genes** **up-regulated** **in the** ***ask1*** **mutant microarray compared with L** ***er.***
Additional file 2: 
**Genes** **down-regulated** **in the** ***ask1*** **mutant microarray compared with L** ***er.***
Additional file 3: 
**Proteins detected in individual proteomics samples with FDR < 1 %.**
Additional file 4: 
**Three membrane protein categories are well represented in the detected L** ***er*** **and** ***ask1*** **proteins (FDR < 1 %).**
Additional file 5: 
***ask1*** **-only proteins with microarray values.**
Additional file 6: 
***ask1*** **-higher proteins with spectral counting and microarray values.**
Additional file 7: 
***ask1*** **-lower proteins with spectral counting and microarray values.**
Additional file 8: 
**The** ***ask1*** **mutant has reduced female fertility.**
Additional file 9: 
**Normalized microarray data of three biological replicates of** ***ask1*** **and four biological replicates of L** ***er*** **floral buds.**
Additional file 10: 
**Mass spectrometry data of** ***ask1*** **_1 sample exported as .zip file.**
Additional file 11: 
**Mass spectrometry data of** ***ask1*** **_2 sample exported as .zip file.**
Additional file 12: 
**Mass spectrometry data of** ***ask1*** **_3 sample exported as .zip file.**
Additional file 13: 
**Mass spectrometry data of** ***ask1*** **_4 sample exported as .zip file.**
Additional file 14: 
**Mass spectrometry data of** ***ask1*** **_5 sample exported as .zip file.**
Additional file 15: 
**Mass spectrometry data of L** ***er_*** **1 sample exported as .zip file.**
Additional file 16: 
**Mass spectrometry data of L** ***er_*** **2 sample exported as .zip file.**
Additional file 17: 
**Mass spectrometry data of L** ***er_*** **3 sample exported as .zip file.**
Additional file 18: 
**Mass spectrometry data of L** ***er_*** **4 sample exported as .zip file.**

## Abbreviations

ASK1: ARABIDOPSIS SKP1-LIKE1
SCF: SKP1-CUL1-F-box
ASK1-E3s: ASK1-containing SCF E3 ubiquitin ligases
UPS: Ubiquitin-proteasome system
TIR1: TRANSPORT INHIBITOR RESPONSE 1
COI1: CORONATINE INSENSITIVE 1
JA: Jasmonic acid
GA: Gibberellic acid
ABA: Abscisic acid
SLFs: S-locus F-box proteins
UFO: UNUSUAL FLORAL ORGANS
MS: Mass spectrometry
MudPIT: Multidimensional Protein Identification Technology
CCA1: CIRCADIAN CLOCK ASSOCIATED 1
LHY: LATE ELONGATED HYPOCOTYL
JAZ1: JASMONATE-ZIM-DOMAIN PROTEIN 1
TAIR: The Arabidopsis Information Resource
FDR: False discovery rate
WT: Wild-type
bHLH: Basic helix-loop-helix
SWN: SWINGER
FLC: FLOWERING LOCUS C
REF6: RELATIVE OF EARLY FLOWERING 6
FBP7: F-BOX PROTEIN 7
CPK6: CALCIUM-DEPENDENT PROTEIN KINASE 6
LYSM RLK1: LYSM DOMAIN RECEPTOR-LIKE KINASE 1
MKK2: MAP KINASE KINASE 2
CDC2: Cell Division Cycle 2
SnRK1.2: SNF1-RELATED PROTEIN KINASE 1.2
KIN11: SNF1 KINASE HOMOLOG 11
UBP: UBIQUITIN-SPECIFIC PROTEASE
BRS1: BRI1 SUPPRESSOR 1
HAUSP: Herpesvirus-associated ubiquitin-specific protease
DYT1: DYSFUNCTIONAL TAPETUM 1
L*er*: Landsberg *erecta*
SEA: Singular Enrichment Analysis
NCBI: National Center for Biotechnology Information
GEO: Gene Expression Omnibus
TCA: Trichloroacetic Acid
DTT: Dithiothreitol

How the deposited data were processed for this re-analysis (not part of the article)

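RNA of floral buds of the *ask1* mutant and of wild-type L*er* was measured on Affymetrix ATH1 arrays. The deposited table holds 3 *ask1* and 2 L*er* arrays, where the paper counts 4 L*er* arrays and 7 arrays in all. The values are log2 signals made by the authors with RMA, which corrects the background, normalizes the arrays to the same distribution by quantiles and summarises the probes of a set. The median log2 signal per array was 7.07, 7.13 and 7.13 for *ask1* replicates 1 to 3 and 7.18 and 7.08 for L*er* replicates 1 and 2. Between 22.8% and 24.5% of probe sets per array had a log2 signal under 5, where background limits what a ratio can show.
Of 22746 probe sets, the platform's table pairs 13513 with 1 gene and 503 with several, and 8730 (38.4%) have no gene name here. Genes whose probe sets have no name here, among them several that the paper discusses, are not reported. A gene was represented by its brightest single-gene probe set, which left 13333 genes, and all other probe sets stayed in the comparison as rows of their own, 22595 rows in all. In the 145 genes with more than 1 probe set, the median spread of the log2 ratio between probe sets was 0.12.
The 2 genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided), with Benjamini-Hochberg adjustment over all 22595 rows and a threshold of 0.05. The criteria of the paper, at least 2-fold and an unadjusted p under 0.05, were applied to the limma p, and the methods' t-test was run as an alternative. On simulated data with the same numbers of arrays, limma recovered 55% of 2-fold changes at an adjusted p under 0.05 and 95% at an unadjusted p under 0.05, and 87% of 4-fold changes at an adjusted p. No block was used, as the paper's methods name none. Deviations from the group means had correlations of -0.26 and -0.01 between arrays with the same replicate number. With 2 L*er* arrays, whose deviations mirror each other, this cannot show whether the arrays were paired.
Of 19 gene lists fixed before the data were examined, 15 had at least 3 measured genes and were tested with camera (preset correlation 0.01), with an estimated correlation and with fry. That minimum of 3 was set after the number of measured genes per list was known. The lists not tested were clock genes that peak in the morning (1 gene, log2 ratio -0.15), the JAZ family (0 genes), light signaling (1 gene, *HYH*, log2 ratio 1.46) and 20S proteasome subunits (1 gene, log2 ratio 0.14). On simulated data camera called 10 of 10 lists shifted by 1.5 on the log2 scale and 1 of 10 unshifted lists. The simulated genes were drawn independently of each other. In the real lists the estimated correlation ranged from -0.30 (floral organ and meristem identity) to 0.98 (sugar starvation). The simulation therefore does not show how camera with the preset correlation performs on correlated lists. Named genes were chosen by a rule: the 12 highest and the 12 lowest ratios among genes past the adjusted test, or where fewer passed among those that met the criteria of the paper, the genes that the paper names or tabulates, whose reported values had been seen, and up to 4 members past the test and 3 not past it in each list. The genes *COR47*, *LTI30*, *UGT84A3*, *LCR66*, *Hsp70-2*, *CHIL* and AT3G23770, and the unnamed probe sets, were singled out after their values were seen.
The alternatives were the methods' t-test, limma-trend, array weights, centring of each array, quantile normalization, a filter on dim rows, 2 other choices of probe sets, a replicate block and the omission of each array in turn. After the correlations between arrays were seen, an alternative that averages *ask1* replicates 1 and 3 was added. Promoter motifs were not analysed here, as no genome sequence was used. The paper's GO analysis and its mass spectra were not repeated.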

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

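All tests of explanations in this part were chosen after the pattern was seen.
Genes that the paper's lists do not hold met its criteria here by the limma p, on 2 fewer L*er* arrays: 13 genes with higher means that are not in Additional file 1 and 11 with lower means that are not in Additional file 2, out of 30 and 15. By the methods' t-test, the test the paper names, 4 and 5 genes outside its lists met them. Their signal lies outside the genes the paper discusses. One of them is *AT5MAT*, an anthocyanin acyltransferase gene, with a log2 ratio of 1.55, which met them by limma and not by the t-test. The anthocyanin and flavonoid list, which the paper does not discuss as a group, had a mean log2 ratio of 1.67. Its adjusted p was 0.000141 from camera, and the adjusted p = 0.485 with an estimated correlation, with all 6 genes above 0.
*ask1* replicate 2 stood apart from *ask1* replicates 1 and 3. A first candidate explanation is that this array holds L*er* RNA. In the fit without it, 373 genes and unnamed probe sets passed the adjusted test, and *ask1* replicate 2 lay nearer the L*er* mean in 76.9% of them and more than 0.75 of the way to *ask1* replicates 1 and 3 in 13.1%. A share of at least 10% had been set to exclude L*er* RNA, and by that bar this result would have excluded it. The bar was withdrawn after L*er* replicates 1 and 2, each left out in the same way, reached 217 of 1222 and 373 of 1475 probe sets and genes, where *ask1* replicate 2 reached 357 and 452 in the same fits. *ask1* replicates 1 and 3, left out in that way, reached 48 of 54 and 32 of 32. The fits that scored the L*er* arrays kept a single L*er* array, so they are no fair measure of the 13.1% and no sound ground for withdrawing the bar. If *ask1* replicate 2 held L*er* RNA, it and both L*er* arrays would be alike in genotype. With each held out in turn and the other two set against *ask1* replicates 1 and 3, L*er* replicates 1 and 2 lay on the *ask1* side in 5 of 194 (2.58%) and 18 of 238 (7.56%), where *ask1* replicate 2 did in 49 of 373. Both L*er* shares lie under the 10% bar, and the 13.1% of *ask1* replicate 2 lies over it. The share of *ask1* replicate 2 was 1.74 times the higher of these, between the 1.5 times set as what L*er* RNA allows and the 3 times set to exclude it. All 3 probe sets past the adjusted test place *ask1* replicate 2 with the other *ask1* arrays: 262676_at at 7.24 (12.25 and 12.19 in L*er*), 264953_at at 6.17 (8.47 and 8.91) and 253666_at at 8.84 (6.85 and 7.07). In the fit without *ask1* replicate 2 their adjusted p was 0.00195, 0.00256 and 0.00426 from limma. *ask1* replicate 2 lay 4.95, 2.29 and 1.77 from the nearer L*er* array in them, where the L*er* arrays differed from each other by 0.07, 0.44 and 0.21. These 3 argue against L*er* RNA. Their calls do not depend on *ask1* replicate 2, as all 3 are among the 373, but a fit that included it singled them out there. When held out as above, L*er* replicates 1 and 2 also lay on the *ask1* side by up to 3.49 and 2.51, and at least 2-fold from both other arrays in 3 and 8 genes or probe sets, where *ask1* replicate 2 did in 25. A further test used the mean log2 signals of 7.57 in *ask1* and 12.20 in L*er* that the paper gives for *ASK1*, the mutated gene, with its p of 0.00293, since a t-test of 3 against 4 arrays with 1 *ask1* array at the L*er* mean gives no p under 0.0624. That test decides nothing, because the paper's p is lower than such a t-test can give from these 3 *ask1* arrays and its L*er* mean in 21 of 38 named genes on the log2 scale and in 22 on the linear scale. The means of 262676_at here, 7.57 in *ask1* and 12.22 in L*er*, are close to the paper's for *ASK1*, but this probe set has no gene name here. If it measures *ASK1*, its 7.24 in *ask1* replicate 2 goes against L*er* RNA. The share of *ask1* replicate 2 nearer the L*er* mean, 76.9%, lies under the 88.1% and 85.7% of L*er* replicates 1 and 2 held out as above. L*er* RNA is thus not settled: the ratio of 1.74 lies between its bounds, and the withdrawn 10% bar and the 3 probe sets go against it.
A difference in scale between the arrays is another candidate. Quantile normalization moved no value by more than 0.09, so the deposited arrays already shared nearly the same distribution. Before it, the SD of the log2 difference of *ask1* replicates 1 and 2 was 1.92 times that of replicates 1 and 3. After it, the ratio was 1.97. A shift of at most 0.09 cannot put *ask1* replicate 2 at least 2-fold from *ask1* replicates 1 and 3 in 510 and 543 probe sets. These values argue against a difference in scale left in the deposited values. Signals before RMA were not examined. Another mix of bud stages or cell types may have contributed. The largest difference of a marker list (tapetum, pollen, meiosis or photosynthesis) between *ask1* replicate 2 and the mean of the other two was 0.57, against 3.77 for the sugar starvation genes, but 20 of 94 marker genes (21.3%) were measured, which keeps this open. No biological explanation was tested, as the design gives no condition that differs between replicates.
For the 3 genes or probe sets past the adjusted test, the 10 splits of the 5 arrays into 3 and 2 are too few for a share under 0.05. The real split gave 3 calls and the highest other split 247, so 2 of the 10 splits gave at least as many. That other split sets *ask1* replicates 1 and 3 against the remaining arrays, which points to a structure of the samples.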

How the results depend on the processing

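The alternative that averages *ask1* replicates 1 and 3 was chosen after the correlations between arrays were seen. Where a result changed below, the cause was not tested, except that leaving out an array leaves fewer samples, and a lone L*er* array is then assumed to vary like the others. The anthocyanin list kept its direction in all 16 alternatives and passed in 14. Of 958 values of single genes under alternatives, 10 changed sign and 30 passed the adjusted test. The 45 genes that met the criteria of the paper included 42 of those found without *ask1* replicate 2 (144), 22 of those without L*er* replicate 2 (114) and 34 of those with the replicate block (64). Whether low signals rise over background was not tested. The promoter alternatives were not run, as no genome sequence was used, and the methods' t-test gives no test of lists.
With the array omissions, genes past the adjusted test ranged from 0 to 62 higher and 0 to 109 lower, and with unnamed probe sets from 0 to 162 and 0 to 211. Genes that met the criteria ranged from 16 to 55 higher and 12 to 90 lower, and with unnamed probe sets lower from 20 to 188. Table 1 and Table 2 genes past the adjusted test ranged from 0 to 1 and 0 to 2. Protein genes that met the criteria ranged from 0 to 3 (*ask1*-only), 0 to 4 (*ask1*-higher) and 0 to 10 (*ask1*-lower). List means ranged from -1.99 to 0.51 (evening clock, which passed without L*er* replicate 1), 0.23 to 0.78 (jasmonate), 0.47 to 0.80 (heat shock), -1.60 to -0.47 (cold), -3.19 to -1.25 (sugar starvation), 0.0838 to 0.83 (touch and wound), -1.37 to 0.15 (tapetum), -0.0572 to 0.0244 (mature pollen, the highest without *ask1* replicate 3) and -0.38 to -0.0454 (meiosis). Without L*er* replicate 1 and then without L*er* replicate 2, genes whose sign changed in one of these measured -0.0146 and 0.82 (AT4G27280), -0.0410 and 1.85 (*GI*, AT1G22770), 0.0601 and -1.86 (AT1G06170), 0.69 and -2.47 (AT5G07230), 0.0345 and -1.32 (*AMS*, AT2G16910), 0.86 and -2.97 (AT1G66850), -2.90 and 0.35 (*COR27*, AT5G42900) and 0.158 and -0.0630 (*MYC3*, AT5G46760). The tapetum list was 0.15 without L*er* replicate 1 and mature pollen 0.0135 without L*er* replicate 2. *MYC3* was -0.0066 without *ask1* replicate 2 and -0.0180 with array weights.
With an estimated correlation and with fry, no list passed, at unchanged means of 1.67 (anthocyanin), 0.50 (jasmonate), 0.61 (heat shock), -1.03 (cold), -1.94 (sugar starvation), 0.48 (touch and wound), -0.61 (tapetum) and -0.21 (meiosis). The methods' t-test gave 0 adjusted calls in either direction, 13 higher and 5 lower genes at the criteria, 58 and 10 with unnamed probe sets, and 0 *ask1*-only and 0 *ask1*-lower protein genes. Array weights gave 54 higher and 47 lower genes at the criteria, 91 lower with unnamed probe sets, 3 *ask1*-higher and 7 *ask1*-lower protein genes, and lists no longer past the test at 0.62 (jasmonate), 0.25 (touch and wound), -0.45 (tapetum) and -0.19 (meiosis). With centring, 2 *ask1*-lower protein genes met the criteria, the jasmonate list at 0.52 did not pass, and mature pollen was 0.00046. With quantile normalization 0 genes or probe sets were higher and 1 lower at an adjusted p, and 2 *ask1*-lower protein genes met the criteria. With only genes and probe sets of mean 5 or more, jasmonate at 0.50 and tapetum at -0.81 did not pass. The replicate block gave 1 lower probe set at an adjusted p, 40 lower genes at the criteria, 66 with unnamed probe sets, and 0.0244 for mature pollen. With *ask1* replicates 1 and 3 averaged, 0 genes or probe sets passed in either direction, 17 genes were higher at the criteria, 0 *ask1*-only and 0 *ask1*-lower protein genes met them, jasmonate at 0.41 and sugar starvation at -1.31 did not pass, and mature pollen was 0.0014.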

Differences from the paper's values

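Of the 18 genes of the paper's Additional file 2 that are named here, all 18 meet the criteria in the paper and 4 did here. None of the alternatives set before the data were examined brought this count within 1.5 times the paper's, and they ranged from 0 with the methods' t-test to 10 without *ask1* replicate 2. The paper counts 4 L*er* arrays, of which 2 were used here. Of the 40 genes of Additional files 1 and 2 named here, 38 had a mean over the 3 *ask1* arrays within 0.01 of the paper's. In the rest the *ask1* mean itself differed, which the number of L*er* arrays does not account for. Which genes these are was not examined, so a differing *ask1* mean is not excluded for AT3G15460 or AT5G19130 below.
The log2 ratio of AT3G15460 is -1.93 in the paper and was 0.20 here, and that of AT5G19130 is -1.53 in the paper and was -0.10 here. For both, every alternative set before the data were examined differed from the paper's value. The same holds for AT5G12110, with the paper's ratio of 1.47 and 2.06 here. For AT5G15950 the paper's is 1.41 and the one here was 2.08, and of the alternatives set before the data were examined that without L*er* replicate 2, at 1.68, lay within the replicate SD of the paper's and the others did not. For AT4G27280 the paper's is 1.28 and the one here was 0.40, and that without L*er* replicate 2, at 0.82, lay within the SD and the others did not. For AT4G29780 the paper's is 1.28 and the one here was 0.60. It lay within the SD with the replicate block (0.86), without *ask1* replicate 1 (0.70), without *ask1* replicate 3 (0.86) and without L*er* replicate 2 (0.86), and under no other alternative set before the data were examined. For *ZIP9* the paper's is -1.06 and the one here was -0.38, and it lay within the SD with the replicate block (-0.58), without *ask1* replicate 3 (-0.58) and without L*er* replicate 2 (-0.73), and under no other.
In direction, 22 of the 22 genes of Additional file 1 and 17 of the 18 genes of Additional file 2 named here had the one the paper gives, and AT3G15460 did not.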

Other observations

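L*er* replicates 1 and 2 differed in several gene groups. Tapetum and pollen wall markers, genes of the anther cell layer that feeds the pollen, had a mean log2 signal of 7.16 in L*er* replicate 1 and 5.64 in L*er* replicate 2, beside 5.81, 5.41 and 6.16 in *ask1* replicates 1, 2 and 3. AT5G07230, a tapetum gene, measured 11.46 and 8.31 in L*er* replicates 1 and 2. The list had a mean log2 ratio of -0.61 over 5 of 29 genes (adjusted p = 0.0440 from camera, adjusted p = 0.613 with an estimated correlation), which was 0.15 without L*er* replicate 1. The cold response genes had means of 7.00 and 8.14 in L*er* replicates 1 and 2, and the clock genes that peak in the evening 6.70 and 9.20.
Meiosis genes had a mean of -0.21 over 7 of 24 genes (adjusted p = 0.0217 from camera, adjusted p = 0.613 with an estimated correlation), with *ATMND1*, a gene of meiotic recombination, at -0.42, and without L*er* replicate 1 the mean was -0.05. Mature pollen markers had a mean of -0.02 over 5 of 19 genes, floral organ and meristem identity genes of -0.12 over 3 of 25, the ASK family of 0.06 over 4 of 21, SCF subunits and F-box proteins of -0.06 over 5 of 26, the AUX/IAA family of 0.09 over 7 of 29, and photosynthetic antenna and Rubisco genes of 0.25 over 3 of 22. Some members had mean log2 signals under 5 in *ask1*, where a ratio near 0 says little. Among them were *ACT12* (4.44), AT3G07820 (3.80) and *AT59* (4.54) of the pollen markers, and *SK16* (3.89) and *SK19* (3.95) of the ASK family. None of these 6 lists passed, and with 1 array left out the last 5 ranged from -0.20 to -0.04 (floral identity), 0.03 to 0.08 (ASK family), -0.13 to -0.02 (SCF), 0.04 to 0.11 (AUX/IAA) and 0.11 to 0.39 (photosynthesis, lowest without *ask1* replicate 2 or L*er* replicate 2 and highest without L*er* replicate 1) (with all arrays adjusted p = 0.755, 0.771, 0.755, 0.679, 0.172 and 0.571 from camera).
A hypothesis is that lower RNA accounts for the lower level of the *ask1*-lower proteins. This test and the one for the *ask1*-higher proteins were chosen after the result was seen. That needs a median log2 RNA ratio near -0.58, taking for these proteins the 1.5-fold threshold that the paper's text states for the *ask1*-higher proteins. The median over 383 of 935 genes was -0.0176, with an SD across genes of 0.28, which argues against lower RNA as the account for the group, though not for single genes. For the *ask1*-higher proteins higher RNA would need a median near 0.58, and it was 0.00098 with an SD across genes of 0.31. Across genes, protein and RNA log2 ratios had a Pearson correlation of 0.07 in the *ask1*-lower and 0.03 in the *ask1*-higher proteins, and genes are not independent replicates. Each list holds proteins that changed in 1 direction only. Such a narrowed range lowers a correlation, so these values do not show whether RNA follows protein. Of the *ask1*-lower protein genes, 6 had RNA means at least 2-fold lower and 1 at least 2-fold higher, and the latter was the one that met both criteria of the paper. The number that met them was 0 without *ask1* replicate 1 or *ask1* replicate 3, 10 without *ask1* replicate 2, 5 without L*er* replicate 1 and 3 without L*er* replicate 2. By limma 0 of the 383 passed the adjusted test, and 8 had higher and 10 lower means at an unadjusted p under 0.05.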
